# Modification and analysis of context-specific genome-scale metabolic models: methane-utilizing microbial chassis as a case study

**DOI:** 10.1128/msystems.01105-24

**Published:** 2024-12-19

**Authors:** M. A. Kulyashov, R. Hamilton, Y. Afshin, S. K. Kolmykov, T. S. Sokolova, T. M. Khlebodarova, M. G. Kalyuzhnaya, I. R. Akberdin

**Keywords:** context-specific genome-scale metabolic modeling, methanotrophy, methane-utilizing bacteria, *Methylotuvimicrobium alcaliphilum *20Z^R^

## Abstract

Context-specific genome-scale model (CS-GSM) reconstruction is becoming an efficient strategy for integrating and cross-comparing experimental multi-scale data to explore the relationship between cellular genotypes, facilitating fundamental or applied research discoveries. However, the application of CS modeling for non-conventional microbes is still challenging. Here, we present a graphical user interface that integrates COBRApy, EscherPy, and RIPTiDe, Python-based tools within the BioUML platform, and streamlines the reconstruction and interrogation of the CS genome-scale metabolic frameworks via Jupyter Notebook. The approach was tested using -omics data collected for *Methylotuvimicrobium alcaliphilum* 20Z^R^, a prominent microbial chassis for methane capturing and valorization. We optimized the previously reconstructed whole genome-scale metabolic network by adjusting the flux distribution using gene expression data. The outputs of the automatically reconstructed CS metabolic network were comparable to manually optimized *i*IA409 models for Ca-growth conditions. However, the CS model questions the reversibility of the phosphoketolase pathway and suggests higher flux via primary oxidation pathways. The model also highlighted unresolved carbon partitioning between assimilatory and catabolic pathways at the formaldehyde-formate node. Only a very few genes and only one enzyme with a predicted function in C1 metabolism, a homolog of the formaldehyde oxidation enzyme (*fae1-2*), showed a significant change in expression in La-growth conditions. The CS-GSM predictions agreed with the experimental measurements under the assumption that the Fae1-2 is a part of the tetrahydrofolate-linked pathway. The cellular roles of the tungsten (W)-dependent formate dehydrogenase (*fdhAB*) and *fae* homologs (*fae1-2* and *fae3*) were investigated via mutagenesis. The phenotype of the f*dhAB* mutant followed the model prediction. Furthermore, a more significant reduction of the biomass yield was observed during growth in La-supplemented media, confirming a higher flux through formate. *M. alcaliphilum* 20Z^R^ mutants lacking *fae1-2* did not display any significant defects in methane or methanol-dependent growth. However, contrary to *fae1,* the *fae1-2* homolog failed to restore the formaldehyde-activating enzyme function in complementation tests. Overall, the presented data suggest that the developed computational workflow supports the reconstruction and validation of CS-GSM networks of non-model microbes.

**IMPORTANCE:**

The interrogation of various types of data is a routine strategy to explore the relationship between genotype and phenotype. An efficient approach for integrating and cross-comparing experimental multi-scale data in the context of whole-genome-based metabolic network reconstruction becomes a powerful tool that facilitates fundamental and applied research discoveries. The present study describes the reconstruction of a context-specific (CS) model for the methane-utilizing bacterium, *Methylotuvimicrobium alcaliphilum* 20Z^R^. *M. alcaliphilum* 20Z^R^ is becoming an attractive microbial platform for the production of biofuels, chemicals, pharmaceuticals, and bio-sorbents for capturing atmospheric methane. We demonstrate that this pipeline can help reconstruct metabolic models that are similar to manually curated networks. Furthermore, the model is able to highlight previously overlooked pathways, thus advancing fundamental knowledge of non-model microbial systems or promoting their development toward biotechnological or environmental implementations.

## INTRODUCTION

Complete and accurate reconstruction of metabolic networks is central for advancing fundamental discoveries or rebuilding microbial systems toward desired outcomes (1–3). Model reconstruction includes numerous steps, but in general, success relies on the efficient integration of multi-scale experimental data, such as structural and functional organization of genomes, transcriptomes, proteomes, and metabolomes. The integration requires additional mathematical model developments that can capture changes in intra- and extracellular metabolites of a cell in response to genetic and/or environmental perturbation (4). The model is expected to provide *in silico* and yet reliable solutions that reproduce the system’s behaviors, such as growth rate or cell yields, and predict genetic alterations required to improve desired outcomes (i.e., product yield) under defined growth conditions (5, 6).

Advances in next-generation sequencing approaches and automatic reconstruction of genome-scale metabolic (GSM) models have led to active application of network-guided metabolic engineering of non-model organisms, often with unique metabolisms like methane utilization and lithotrophy. Numerous models are now available in BiGG (7), BioModels (8), and MetaFishNet (9). GSM reconstruction can further facilitate developments in non-model microbial systems via the addition of omics-driven constraints on the distribution of fluxes to realistically represent metabolic capabilities of the organism of interest (10, 11).

The present study describes the computational framework for the semi-automated reconstruction of a context-specific (CS) model of non-model organisms. The workflow includes a set of Python programs, including COBRApy (12), EscherPy (13), and RIPTiDe (14) integrated into the Jupyter Notebook environment on the BioUML platform (15). The pipeline was tested for the CS-GSM reconstruction of methane-utilizing bacteria (known as methanotrophs). There is a significant interest in compiling the unique metabolic capabilities of methanotrophic bacteria for biotechnological and/or environmental applications. We anticipate that the computational framework presented below can expedite the implementation of GSM models for such advancements. We selected *Methylotuvimicrobium alcaliphilum* 20Z^R^, as over the years, the *Methylotuvimicrobium* spp. has become a testable microbial platform for methane capturing and valorization (16–20). The metabolic flux balance models of the whole genome have been generated and manually curated (21–23), allowing for a direct comparison between expert-curated and automated optimization of GSMs for non-model microbes.

## MATERIALS AND METHODS

### Strain, growth media, and -omics data sets

#### Strains

The lab strain of *Methylotuvimicrobium alcaliphilum* 20Z^R^ is a Gram-negative, gamma proteobacterium that can grow on either methane or methanol as its main source of carbon (24). The cultures of *Methylobacterium extorquen*s AM1 and *Methylobacterium extorquens* AM1 ∆*fae1* were kindly provided by Dr. N. Cecilia Martinez-Gomez (UC Berkeley) (also see Table 3). The following *Escherichia coli* strains were used for cloning and gene transfer experiments: *E. coli* S17-1 (lab stock) and *E. coli* DH10B (NEB Labs, Catalog Number C3019H: Δ(*ara-leu*)*7697 araD139 fhuA* Δ*lacX74 galK16 galE15 e14-*ϕ*80dlacZ*Δ*M15 recA1 relA1 endA1 nupG rpsL* (*Str^R^*) *rph spoT1* Δ*(mrr-hsdRMS-mcrBC*).

#### Growth media

*M. alcaliphilum* 20Z^R^ strains were routinely grown in Pi_3%_ nitrate mineral media supplemented with methanol (0.2%, vol/vol) or methane as described previously (25). Methane (25–50 mL) was introduced into 125–250 mL vials with 25–50 mL media using a syringe to keep a methane:air ratio of 20:80 in headspace. Plates were incubated in anaerobic jars and refilled using an Anoxomat system programmed to provide an atmosphere of 12%–25% methane and 75%–88% air. *M. extorquens* strains were grown using Hypho media (26), supplemented with methanol (0.2%, vol/vol) or succinate (0.4%, vol/vol). Liquid cultures were incubated at 30°C with shaking at 200 rpm. Plates were kept in 30°C incubators. *E. coli* strains were grown using LB broth or LB agar media (Miller, Difco BD Life Sciences) and incubated at 37°C. The following antibiotics were applied when required: kanamycin (100 µg/mL) and rifamycin (50 µg/mL).

#### Gene expression studies

The cultivation parameters of *M*. *alcaliphilum* 20Z^R^, culture growth rates, and sequencing details were previously described (21) and are summarized in Table 1. Briefly, the cultivation parameters and cell samples for RNA sequencing were collected from steady-state bioreactor cultures growing in nitrate mineral media at pH 8.7–9 with or without La supplementation. 

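RNA from 8 bioreactor cultures of *M. alcaliphilum* 20Z R was sequenced as single reads on an Illumina instrument, after the RNA had been treated with DNase I. The cultures made 4 groups of 2 replicates: growth on CH_4_ with Ca, growth on CH_4_ with La, and both metals again at a lower CH_4_ supply, which the sample labels describe as methane limitation. The labels name tungsten and copper in the media of all 4 groups. Table 1 lists only the 4 libraries from the higher CH_4_ supply, with a growth rate of 0.05 per hour for Ca and 0.07 per hour for La. For the bioreactors, the labels give a vessel of 500 mL holding 250 mL of culture, where the paper gives a vessel of 250 mL holding 125 to 150 mL. For the depth, the labels give about 50 M reads per sample, where Table 1 gives 16381413 to 22124770 raw reads. The values reported here use the counts on genes, not either of these figures. The authors removed adapters when necessary, mapped the reads to the ASM96853v1 assembly with Bowtie2, counted them on RefSeq gene features with FeatureCounts and deposited the counts without normalization. The strand setting and the treatment of reads that map to several genes are not given in the sources used here, so the counts of genes with near-identical copies and of overlapping genes are uncertain. Of the 4092 genes counted, 4067 matched the RefSeq annotation by locus tag.

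With the higher CH_4_ supply, 9519412 and 15381574 reads were counted on genes in the Ca libraries and 7789106 and 10742727 in the La libraries. At the lower supply, the counts were 13271711 and 12486285 with Ca and 16789885 and 15697197 with La. Genes for rRNA took 43.7% and 2.54% of the counts in the Ca libraries and 44.3% and 14.2% in the La libraries at the higher supply, and between 0.128% and 9.60% at the lower supply. Protein-coding genes were left with 4063253 to 14203530 counts per library. Genes were compared with edgeR's quasi-likelihood test on counts normalized by the trimmed mean of M values (TMM). A gene was called differentially expressed by the rule of the paper's methods, an adjusted p under 0.05 and more than a 1.5-fold change. With 2 replicates per group, the spread of a gene is estimated with the help of all other genes. The biological coefficient of variation was 0.118 across the 4 libraries of Table 1. Among 3504 protein-coding genes over 300 bp, the lowest 1% lay under 14.6 and 13.1 counts per kb and scaled library size (RPKM) in the La libraries of Table 1 and under 5.10 and 4.82 RPKM in its Ca libraries, so fold changes of genes near that level are uncertain.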

The parameters for each bioreactor unit (250 mL vessel with 125–150 mL of media) were set with agitation at 500 rpm, temperature kept at 30°C, and gas inflow rate of 0.3 sL/hour.

**TABLE 1:** Summary of RNA-seq transcriptomic data sets used for the optimization of the GSM model

Sample name	Sample ID	Raw reads	Aligned reads	Data set ID	CH_4_/O_2_ consumption	Growth rate (hour^−1^)
Ca-BR1	Ca-CH4-BR1_S1_L005_R1_001	22,124,770	10,140,552	GSM8020389	1.12 ± 0.09	0.05
CaBR2	Ca-CH4-BR2_S1_L005_R1_001	17,884,237	16,955,446	GSM8020390	1.12 ± 0.09	0.05
LaBR1	La-CH4-BR1_S1_L005_R1_001	18,542,763	8,409,524	GSM8020393	1.28 ± 0.01	0.07
LaBR2	La-CH4-BR2_S1_L005_R1_001	16,381,413	12,029,600	GSM8020394	1.28 ± 0.01	0.07

The RNA-seq reads were mapped to the *M. alcaliphilum* 20Z^R^ reference genome (ASM96853v1) using the Bowtie2 algorithm version 2.5.1 (27). Illumina standard adapters were removed using Trim Galore (28) software (when necessary) before mapping. The mapped reads were quantified with FeatureCounts (29) using gene features from the RefSeq annotation (GCF_000968535.2). To extend the functional annotation of mapped genes, a comparison of three annotations (old and new RefSeq as well as Genoscope annotations) for this genome was carried out (Table S1). Subsequently, DESeq2 (30) was used to normalize and perform differential expression analysis. Genes are considered to be differentially expressed if they have |log2(fold change)| > log2(1.5) at adjusted *P*-value < 0.05. The EnhancedVolcano R-package was used to visualize the obtained results.

For KEGG signaling pathways enrichment analysis, we used a homebrew R-script. Specifically, the KEGGREST R-package was applied to match genes to KEGG signaling pathways. Then, Wilcoxon rank-sum test was performed for enrichment testing. The analysis was performed independently on either the full set of genes or specifically on genes considered in gene-protein-reaction (GPR) associations of the model.

The results of the analyses are stored on the BioUML platform (15) and available at the following link: https://gitlab.sirius-web.org/RSF/20ZR_CS_GSM_model. The RNA-seq data (counts and differentially expressed genes) were submitted to the NCBI Gene Expression Omnibus database under accession number GSE253414.

### Extension of the *i*IA409 model, flux balance analysis with COBRApy, and model visualization with EscherPy

To integrate transcriptomic data into the mathematical model, a published and experimentally verified mathematical model for 20Z^R^, *i*IA409 (21) was harnessed. The model was modified to account for the presence of metals either in the medium or transported into the cell that were not previously considered explicitly. In addition, different scenarios for the formaldehyde partitioning between tetrahydrofolate (H_4_F) and tetrahydromethanopterin (H4MPT) pathways and phosphoketolase (EC4.1.2.22 and EC 4.1.2.9) were evaluated and compared with the original model. Modifications of the original (i.e., *i*IA409) model, as well as a subsequent flux balance analysis of the modified *i*IA409-based models and CS models reconstructed using the RIPTiDe algorithm (14), were made via the COBRApy library (version 0.25.0 [12]) using Jupyter widgets. The program code is given at the link https://gitlab.sirius-web.org/RSF/20ZR_CS_GSM_model/-/tree/master/Data/CS_GSM_model/file_collection.files.

The EscherPy library (version 1.7.3 [13]) was employed to visualize flux distributions predicted by the modified and CS models. The final network is available at the following link: https://gitlab.sirius-web.org/RSF/20ZR_CS_GSM_model/-/tree/master/Data/CS_GSM_model/file_collection.files.

The differential reaction fluxes (DRFs) between two model predictions were visualized on the metabolic map if the ratio of fluxes for a reaction fell within the boundaries of 0.67 < DRF < 1.5 (i.e., the change in the reaction flux occurs more than 1.5 times). Additionally, reactions that were activated (On) or turned off (Off) in the CS model but not in the original were assigned to a ratio value of 1,000 (for On) or 2,000 (for Off). To visually distinguish these turned-on/off reactions from other DRFs, a specific color assignment was applied: pink for the value of 1,000 (On reactions) and aqua for the value of 2,000 (Off reactions). The visualization program code is given under the link in the Jupyter Notebook called “20Z_transcript” in sections “Escher visualization” and “DRF analysis” (https://gitlab.sirius-web.org/RSF/20ZR_CS_GSM_model/-/tree/master/Data/CS_GSM_model/file_collection.files).

### Integration of transcriptomics data into the model via RIPTiDe

The RIPTiDe algorithm (version 3.4.79 [14]) was used to integrate transcriptomic data. Counts reflecting expression levels for each gene in transcripts per million in the corresponding growth conditions (Table 1) were used as a source of transcriptomic data for the construction of CS models. Right before data integration, the selected changes were made to the model to match the selected cultivation conditions, and, if necessary, the biomass metal content was modified using the original code implemented within the Jupyter Notebook using the Jupyter widgets modules, which greatly simplified the process of the model modification. The stoichiometric coefficients for La^3+^ and W^4+^ in the biomass equation were set at experimentally measured concentrations (summarized in Table 2). Also, the transcriptomic data were prepared using the RIPTiDe algorithm. Because we used data normalized by DESeq2, the normalization step with RIPTiDe was skipped. The file for the algorithm was converted to TSV format, containing a column with gene IDs (the same as those used in GPR rules in the *i*IA409 model) and columns with normalized counts for each gene. For the direct reconstruction of CS models, the maxfit module was used, which analyzes models with different proportions of the original biomass in the model and selects the one in which the predicted distribution of flux had the highest level of correlation with transcriptomic data (Table 2). RIPTiDe contextualize module was applied to reanalyze steps that were not calculated by original maxfit. All codes for the model modification and transcriptomic data integration are provided within the BioUML platform and available at https://gitlab.sirius-web.org/RSF/20ZR_CS_GSM_model/-/tree/master/Data/CS_GSM_model/file_collection.files and at https://github.com/mkulyashov/20ZR_CS_GSM_model_mSystems.

**TABLE 2:** Modifications and *in silico* growth conditions used for the reconstruction of CS models via RIPTiDe algorithm

Context-specific condition	Model modification	RIPTiDe parameters
CH_4_ (+Ca)	Consumption CH_4_ −11.7 ⇒ −2.85 mmol·gDCW^−1^·hour^−1^ Consumption W^4+^ lower bound: 0 ⇒ −1,000 W^4+^ added to biomass equation as 0.01 mmol/gDCW	maxfit default parameters, frac_min = 0.3
CH_4_ (+La)	Consumption CH_4_ −11.7 ⇒ −6.84 mmol·gDCW^−1^·hour^−1^ MXALa_for lower bound: 0 ⇒ 1.71; upper bound: 1,000 ⇒ 1.71 FALDtpc lower bound: 0 ⇒ 5.13; upper bound: 1,000 ⇒ 5.13 Consumption La^3+^ lower bound: 0 ⇒ −1,000 Consumption W^4+^ lower bound: 0 ⇒ −1,000 Consumption Ca^2+^ lower bound: −1,000 ⇒ 0 Ca^2+^ removed from the biomass equation W^4+^ added to biomass equation as 0.01 mmol/gDCW La^3+^ added to biomass equation as 0.01 mmol/gDCW	maxfit default parameters, frac_min = 0.5
CH_4_ (+La), Scenario 2	Consumption CH_4_ −11.7 ⇒ −6.84 mmol·gDCW^−1^·hour^−1^ MXALa_for lower bound: 0 ⇒ 1.71; upper bound: 1,000 ⇒ 1.71 FALDtpc lower bound: 0 ⇒ 5.13; upper bound: 1,000 ⇒ 5.13 Faeii lower bound: −1,000; upper bound: 1,000 Consumption La^3+^ lower bound: 0 ⇒ −1,000 Consumption W^4+^ lower bound: 0 ⇒ −1,000 Consumption Ca^2+^ lower bound: −1,000 ⇒ 0 Ca^2+^ removed from the biomass equation W^4+^ added to biomass equation as 0.01 mmol/gDCW La^3+^ added to biomass equation as 0.01 mmol/gDCW	maxfit default parameters, frac_min = 0.7

### Fae phylogeny, construction of mutant strains, and phenotyping

#### Phylogeny

More than 560 formaldehyde-activating enzymes (Fae) and Fae-like proteins with some homology to the Fae protein from *M. alcaliphilum* 20Z^R^ (Gene ID: 2540616361; MEALZ_RS11875) were identified in the UniProt database. Of the 560 sequences, 78 were selected for phylogenetic comparison. The sequences represent 39 species—3 archaea and 36 bacteria, including planctomycetes, firmicutes, actinobacteria, and proteobacteria, and a representative from the NC10 phylum. The evolutionary history was inferred by using the maximum likelihood method and Le and Gascuel model (31). The tree with the highest log likelihood (−12,851.33) is shown. Initial trees for the heuristic search were obtained automatically by applying Neighbor-Join and BioNJ algorithms to a matrix of pairwise distances estimated using the JTT model and then selecting the topology with superior log likelihood value. A discrete gamma distribution was used to model evolutionary rate differences among sites (five categories [+*G*, parameter = 1.2236]). Evolutionary analyses were conducted in MEGA X (32, 33).

#### Complementation tests

The schematic for plasmid construction and integration of 20Z^R^*fae* into *Methylobacterium extorquens* AM1Δ*fae1* is presented in Fig. S1. To construct *fae*-expression vectors, the *fae* genes from 20Z^R^ and pAWP78(P_89_) plasmid were amplified by PCR using Flash Phusion master mix (Thermo Fisher) using *M. alcaliphilum* DNA. The *fae* genes were then integrated into the pAWP78 vector under P_89_ promoter by Gibson assembly using NEBuilder (NEB Labs) and transformed into *E. coli* DH10B-competent cells. Promoter P_89_ is a truncated hybrid version of the P_tac_ promoter, with a fragment of the P_trp_, *lac*-operator, and a mxaF ribosome binding site (AGGAAA). The promoter is known to provide constitutive expression in methylotrophic bacteria (34). The correct assemblies of the genetic constructs were validated by sequencing. The vectors were subcloned into *E. coli* S17-1. The plasmids were then transferred via conjugation into an *M. extorquens* AM1Δ*fae1* mutant via bi-parental mating. pAWP78 empty vector was cloned into wild-type *M. extorquens* AM1 and the mutant strain AM1Δ*fae1* to construct control variants (Table 3). Lawns of *M. extorquens* AM1Δ*fae1* supplemented with succinate (1–2 day growth) and lawns of pAWP78- P*_89_*-20Z^R^*fae1* in *E. coli* S17-1 (overnight) were prepared for mating on plates with Hypho media supplemented with 5% Nutrient Broth (NB Difco, BD Life Sciences). Plates were incubated for 1 day at 30°C. The biomass was collected and spread onto Hypho-agar plates supplemented with succinate and kanamycin for selection. Kanamycin-resistant clones were observed after 3–4 days of incubation. Clones were transferred into Hypho-agar plates with kanamycin and rifamycin for *E. coli* counter selection.

**TABLE 3:** Strains used in this study

Strain	Description	Reference/source
AM1 WT	*Methylobacterium extorquens* AM1 wild type	Dr. N. C. Martinez-Gomes (UC Berkeley)
AM1Δ*fae1*	*M. extorquens* AM1 lacking *fae1 gene*	Dr. N. C. Martinez-Gomes (UC Berkeley) (35)
AM1-WT- EV	*M. extorquens* AM1 wild type harboring pAWP78 empty vector. Kan^R^	This study
AM1Δ*fae1*-EV	*M. extorquens* AM1Δ*fae1* harboring pAWP78 empty vector. Kan^R^	This study
AM1Δ*fae:*20Z^R^*fae*	*M. extorquens* AM1Δ*fae* harboring pAWP79-P_89_-20Z^R^*fae1*. Kan^R^	This study
AM1Δ*fae:*20Z^R^*fae1-2*	*M. extorquens* AM1Δ*fae* harboring pAWP78-P*_89_*-20Z^R^*fae1-2*. Kan^R^	This study
AM1Δ*fae:*20Z^R^*fae3*	*M. extorquens* AM1Δ*fae* harboring pAWP78-P_89_-20Z^R^*fae3*. Kan^R^	This study
20Z^R^	*Methylotuvimicrobium alcaliphilum* 20Z^R^ WT, selected rifamycin-resistant variant	Kalyuzhnaya Lab (SDSU)
20Z^R^Δ*fae1*	*M. alcaliphilum* 20Z^R^ lacking canonical *fae* gene	This study
20Z^R^Δ*fae1-2*	*M. alcaliphilum* 20Z^R^ lacking *fae1-2* gene, a homolog of *fae*	This study
20Z^R^Δ*fae3*	*M. alcaliphilum* 20Z^R^ lacking *fae3* gene	This study
20Z^R^Δ*fdhAB*	*M. alcaliphilum* 20Z^R^ lacking canonical *fae* gene	This study
DH10B	Chemically competent *E. coli* cells, used for gene cloning	NEB Labs (https://www.neb.com)
S17-1	Chemically competent *E. coli* cells, used for conjugation	NEB Labs (https://www.neb.com)

The *M. extorquens* AM1Δ*fae1*-mutant complementation tests were conducted using (i) control: Hypho medium supplemented with succinate (0.4%); (ii) sensitivity test: Hypho medium supplemented with succinate (0.4%) and methanol (0.2%); (iii) growth test: Hypho medium supplemented with methanol (0.2%). Cultures were incubated at 30°C and evaluated after 1–2 days (succinate plates) and after 3–4 days (methanol or methanol + succinate plates).

Liquid batch culture experiments were carried out in flasks containing 25 mL of Hypho and supplemented with succinate (0.4%) and/or methanol (0.2%). At least three biological replicates with two technical replicates each per culture were tested. Each biological replicate was inoculated from a single colony. Growth measurements were taken starting from OD 0.1 until reaching the stationary phase and were used to calculate growth rates, and standard deviations were calculated to produce a graphic representation of the acquired data.

#### Mutagenesis

All mutants were constructed using the allelic exchange vector pCM433 (36). Upstream and downstream flanking regions of *fae* genes or *fdhAB*-gene cluster (MEALZ_1882-MEALZ_1883) genes from *M. alcaliphilum* 20Z^R^ were amplified using 2× Fusion Phlash (Thermo Fisher). The pCM433 vector was amplified in the same way using pCM433-F and pCM433-R primers (25). The PCR products were run on a gel and purified. The flanking regions were integrated into pCM433 vector using a NEBuilder HiFi DNA assembly master mix. Reactions were transformed into *E. coli* DH10B-competent cells. Kanamycin-resistant colonies were selected. Plasmids were purified using Zymoclean Gel DNA recovery kit (Zymo Research, USA). The constructs were verified by PCR, and sequences were confirmed by sequencing. The resulted plasmids were transformed into *E. coli* S17-1 and mated with *M. alcaliphilum* 20Z^R^. Kanamycin-resistant colonies were subjected for negative selection on sucrose. The genotype of resulted clones was confirmed by PCR and PCR-fragment sequencing. All constructed strains are listed in Table 3.

## RESULTS

Below, we summarize the main steps of the reconstruction and analysis of a CS GSM (Fig. 1) using the previously developed GSM model of *M. alcaliphilum* 20Z^R^ (21) and the RIPTiDe algorithm (14).

**Fig 1:**
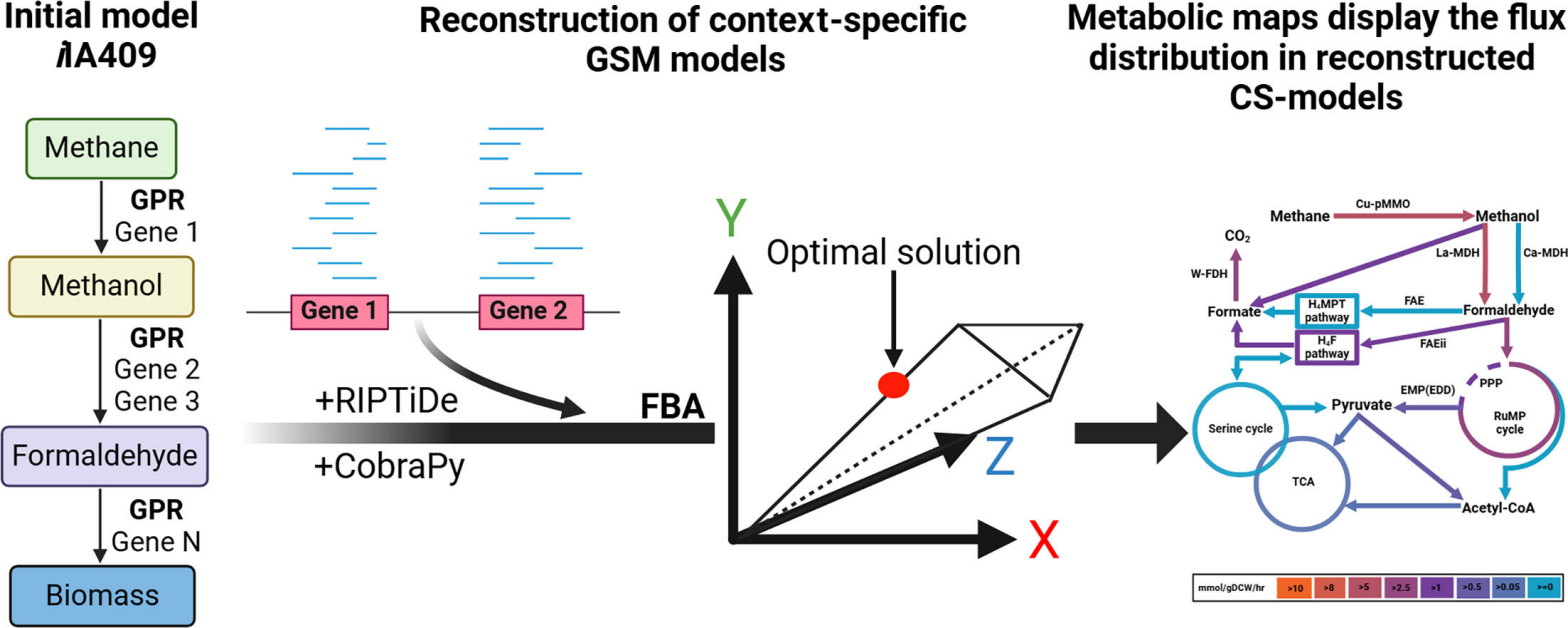
A schematic representation of the developed pipeline to reconstruct and analyze the CS GSM model for *M. alcaliphilum* 20Z^R^. At the first step, the original model was extended using COBRApy (12) to account for the presence in the medium and transport into the cell of some metals (see Materials and Methods). Thereafter, the transcriptomics data for different growth conditions (or contexts) were integrated into the extended model to reconstruct a number of CS models using the RIPTiDe tool (14) based on the GPR presented in the model. Finally, flux balance analysis (FBA) was conducted in COBRApy, and predicted distributions of fluxes were displayed on the metabolic maps using the Escher web tool (13). All steps of the pipeline are performed in the corresponding Jupyter Notebook (see Data availability statement).

### Construction of CS-GSM model for aerobic methanotroph *M. alcaliphilum* 20Z^R^

To build a workflow for the CS modeling with GSM and available -omics data, we applied Jupyter Notebook (37, 38). The computational platform included Python-based tools such as COBRApy (12), EscherPy (13), and RIPTiDe (14) to simplify the process of handling GSM models.

To reconstruct CS-GSMs for *M. alcaliphilum* 20Z^R^, the original GSM model was extended. Specifically, the Ca^2+^ transport reactions were added as an environmental control of the enzymatic reaction catalyzed by Ca^2+^-dependent methanol dehydrogenase (Ca-MDH, *mxaFI*) (Fig. 2A). Similarly, the transport reaction for La^3+^ was added and linked with the La-dependent methanol dehydrogenase (La-MDH, *xoxF*) reaction (Fig. 2B). Since it has been shown that La-MDHs can oxidize methanol to formate (39), the corresponding reaction was added in addition to the methanol to formaldehyde conversion. These modifications enabled tunable control of the methanol conversion steps depending on the cultivation conditions. This modification also allows control of the methanol flux via Ca-MDH or La-MDH according to their gene expression levels. Additionally, a transport reaction for tungsten (W) was added and integrated with the reaction catalyzed by W-dependent formate dehydrogenase (Fig. 2C).

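The 4 genes that Table S3 assigns to Ca-MDH, MEALZ_RS16865, MEALZ_RS16870 (*moxG*), MEALZ_RS16875 (*moxJ*) and MEALZ_RS16880, lie side by side on the chromosome of ASM96853v1 between 3966835 and 3970362. MEALZ_RS16880, from 3968554 to 3970362, had 17450 ± 636 CPM (SD, n = 2; CPM are normalized counts scaled to a common library size) during growth on CH_4_ with Ca and 25.9 ± 4.34 CPM (SD, n = 2) with La. Its log2 fold change was −9.40 (standard error 0.50, adjusted p = 7.94e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each replicate left out in turn, it stayed between −9.59 and −9.23. The log2 fold changes of MEALZ_RS16865, MEALZ_RS16870 and MEALZ_RS16875 were −8.12, −8.60 and −8.19. All 4 genes were called lower with La by edgeR, and when at least 100 counts were required in every library, 2 were called and the other 2 were not tested, because their counts with La lie under that minimum. The 4 genes belong to a run of 16 consecutive genes, MEALZ_RS16830 to MEALZ_RS16905, from 3959459 to 3974826, that were all called lower, with log2 fold changes from −9.40 to −1.24. In the La libraries MEALZ_RS16880 lay at 17.6 and 13.9 RPKM, close to the level of the least expressed genes in these libraries, so the size of its fall is limited by that level. The sources used here do not pair the La-MDH gene *xoxF* with a locus tag, so no value is given for it.

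**Figure D1:**
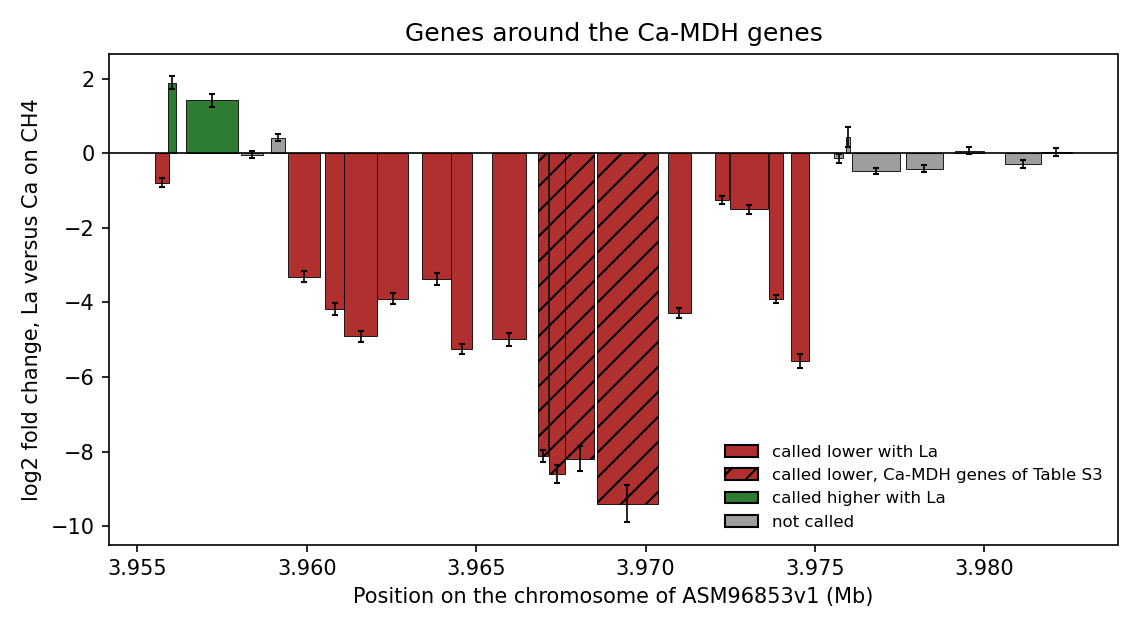
Log2 fold change between La and Ca growth on CH_4_ (vertical axis) by position on the chromosome in Mb (horizontal axis) for the genes around the Ca-MDH genes. Each bar is a gene, with its standard error; red bars were called lower, green bars higher and grey bars neither, and hatched bars are the 4 Ca-MDH genes, with log2 fold changes from −9.40 to −8.12, within a run of 16 genes called lower.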

**Fig 2:**
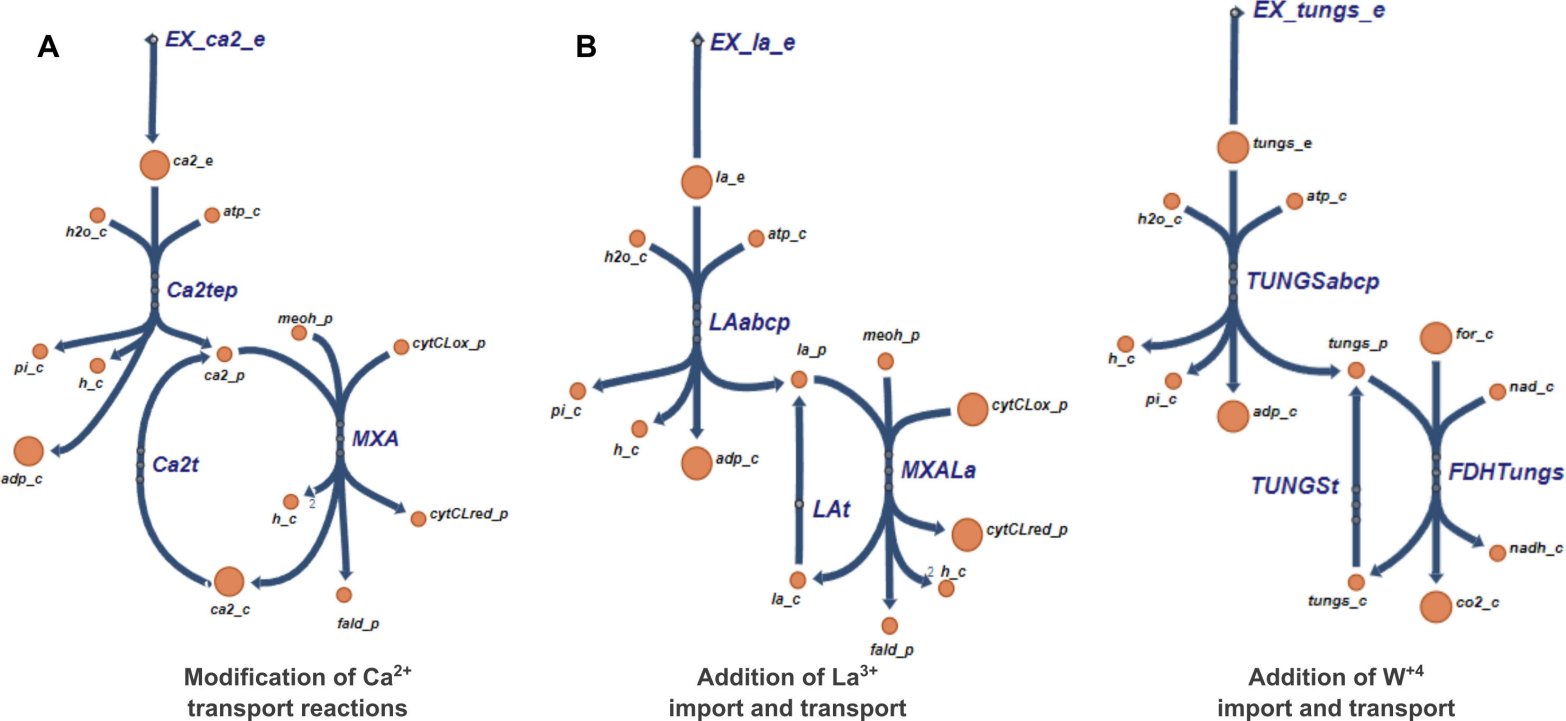
Visualization of the reactions that were added to the model for calcium (**A**), lanthanum (**B**), and tungsten (**C**) via Escher tool (13). (A) Modified Ca^2+^ transport reactions. (B) Added exchange and transport reactions for La^3+^. (C) Added exchange and transport reactions for W^4+^.

The growth rates predicted by the *i*IA409 and optimized CS models were similar, but both were below the experimentally observed rates for Ca-growth conditions (Table S2). However, the predicted O_2_:CH_4_ ratios were similar to the experimental measurements (1.22 and 1.273 for *i*IA409 and CS model, respectively, versus 1.12 ± 0.09 obtained for chemostat cultures).

Similarly to the original model, the predicted O_2_ consumption reaction rate was significantly higher than experimental measurements for the La-growth conditions too (see details in Table S2). The introduction of O_2_ uptake constraints to the CS model tuned the *in silico* prediction toward measured parameters. Despite similar outputs, some differences between the two types of *M. alcaliphilum* genome-scale metabolic models were observed, in particular, differences in predicted growth rates, suggesting variations in carbon flux distributions. To investigate this further, we carried out a comparative analysis of the fluxes and applied network visualization (Escher tool) to highlight the most significant divergences.

### CS-GMS highlights unresolved carbon distribution during growth in the presence of lanthanides

The Ca- and La-growth conditions were investigated separately. Detailed Escher metabolic maps are presented in Fig. S1.2 and 1.3 for Ca-growth condition and in Fig. S1.5 and 1.6 for La growth condition. The CS model predicts a slightly higher activity of the H4MPT pathway (from 1.07 to 1.25 mmol/gDCW/hour compared to the original model) and activation of the uphill electron transport mechanism unlike the original model for Ca-growth (Fig. S1.2 to 1.4).

The flux distribution predicted by the CS model for growth with La differed more substantially from that predicted by the original model. To quantitatively identify metabolic differences between the original model and the CS model, the metabolic map was constructed using DRFs (see Materials and Methods). The constructed map for La growth conditions showed differences in the value of fluxes of reactions related to the RuMP pathway: reactions associated with ribulose-5-phosphate regeneration are less active in the CS model simulation (decreased flux through transaldolase and transketolase reactions [TKT1 and TKT2] by 1.37 times, from 1.28 to 0.933 and 1.31 to 0.952 mmol/gDCW/hour, respectively). A similar trend was observed for pentose-5-phosphate 3-epimerase reaction from 2.59 to 1.88 mmol/gDCW/hour. Carbon flux via the EMP and EDD pathways also decreased compared to the original model predictions by 1.37 times. The decreased flux of CO_2_ production reaction (by 1.67 times, from 3.55 to 2 mmol/gDCW/hour) was accompanied by lower CO_2_ production via the formate dehydrogenase (FDH) reaction by 1.9 times (from 2.95 to 1.56 mmol/gDCW/hour), similar to the Ca-growth condition but to a higher degree (Fig. S1.5 to 1.7).

At the same time, the carbon flow via the C1 transfer pathways was increased. The high flux via the H_4_MTP pathway can be linked with a very high-level expression of *fae1-2,* a homolog of canonical FAE, also known as 5,6,7,8-tetrahydromethanopterin hydro-lyase (35). *fae1-2* expression was more than four times higher during La-supplemented growth, while the expression of other genes in the H_4_MPT pathway did not significantly change (Fig. S1.8; Table 4). Furthermore, a twofold reduction was observed for the canonical FAE1. 

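*fae1-2* (MEALZ_RS04100) lies on the chromosome of ASM96853v1 from 930288 to 930797. Its normalized counts were 201 ± 55.1 CPM (SD, n = 2) during growth on CH_4_ with Ca and 3460 ± 1235 CPM (SD, n = 2) with La, a 17.2-fold increase. The log2 fold change was 4.11 (standard error 0.30, adjusted p = 9.47e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both La libraries lay above both Ca libraries. Leaving out 1 replicate at a time gave log2 fold changes from 3.68 to 4.43, and the lowest, without the first La replicate, was the largest shift among the alternatives. The gene has the paralogs *fae1* and *fae3*, and reads that match more than 1 of them are an uncertain part of each count.

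Table S3 assigns 4 other genes to the H_4_MPT pathway, and their names are taken from the first 1999 of 3359 rows of the longest sheet of Table S1. The log2 fold change was −0.17 (standard error 0.10, adjusted p = 0.222 from edgeR) for *mtdB* MEALZ_RS06690 at 1541793 to 1542689, and −0.30 (standard error 0.11, adjusted p = 0.0566) for *mtdB* MEALZ_RS06695 at 1542715 to 1543623. For *mch* (MEALZ_RS11860, 2777435 to 2778418) it was −0.54 (standard error 0.11, adjusted p = 0.00472), from 127 ± 14.4 to 87.6 ± 4.55 CPM (SD, n = 2 each). For *fhcA* (MEALZ_RS06160, 1412874 to 1414532) it was −0.38 (standard error 0.09, adjusted p = 0.0128), and −0.42 or −0.35 without La replicate 1 or 2. No gene of the 4 passed the fold threshold in the fit of all 4 libraries. The log2 fold change of *mch* lay past it without Ca replicate 1 (−0.66) or La replicate 1 (−0.60). It lay inside it without Ca replicate 2 (−0.41) or La replicate 2 (−0.48). The median log2 fold change of the 4 genes was −0.34. Of the 4, 2 had an adjusted p under 0.05 over all genes tested and 3 when adjusted over the list alone. For MEALZ_RS06695 the adjusted p fell under 0.05 in at least 1 of 14 alternatives, though not with DESeq2 (0.0534). As a set, the 4 genes had an adjusted p of 0.0810 over 15 sets by fry in limma. Removing an even background of reads, an alternative chosen after seeing the data, moved the median to −0.20. From the high expression of *fae1-2* during growth with La, the paper proposes a link with the high flux via the H_4_MPT pathway in the model.

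**Figure D2:**
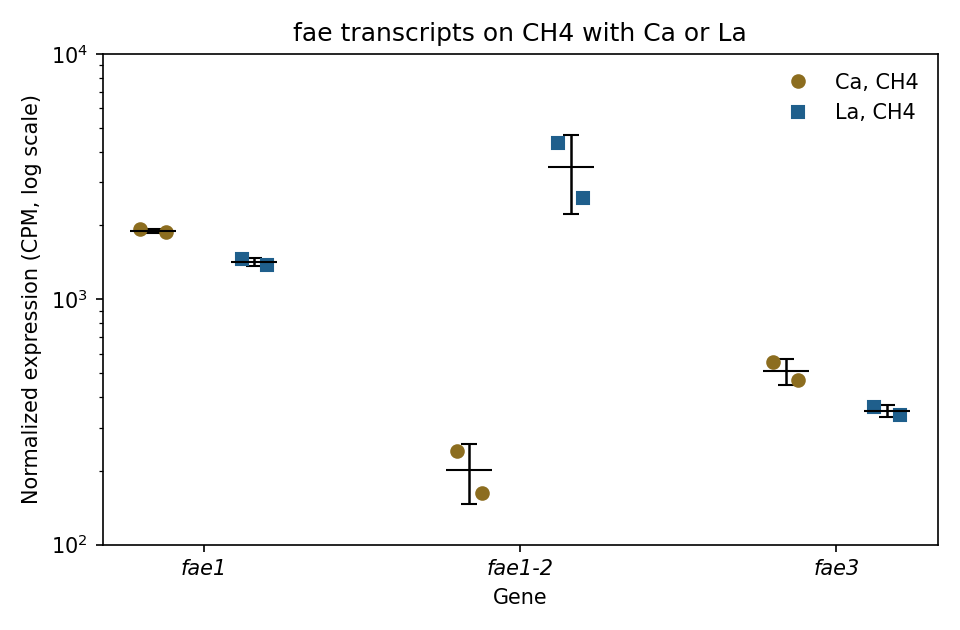
Normalized counts of *fae1*, *fae1-2* and *fae3* (CPM, log axis) in each library from growth on CH_4_ with Ca (circles) and with La (squares), with the mean and SD of the 2 replicates. *fae1-2* rises from 201 to 3460 CPM, while *fae1* and *fae3* lie lower with La.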

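*fae1* (MEALZ_RS11875), the canonical FAE, lies from 2780291 to 2780800 on the chromosome. On CH_4_ it had 1899 ± 37.0 CPM (SD, n = 2) with Ca and 1422 ± 53.7 CPM (SD, n = 2) with La, 1.34-fold lower with La. The log2 fold change was −0.42 (standard error 0.15, adjusted p = 0.0579 from edgeR's quasi-likelihood test), below the fold threshold, and both La libraries lay below both Ca libraries. The adjusted p depended on the processing. It was 0.00102 with DESeq2, the tool of the paper's methods, and 0.0200 in edgeR without the genes for rRNA, tRNA and other structural RNA. The log2 fold change was −0.43 in both. In edgeR the adjusted p was 0.0471 with DESeq2's size factors of all 8 libraries and 0.00472 with the replicate number as a block. No source says that this number marks a shared batch. After removal of an even background of reads, chosen after seeing the data, the log2 fold change was −0.23 (adjusted p = 0.287 from edgeR). *fae3* (MEALZ_RS07105), from 1649425 to 1649973, had 510 ± 61.3 CPM with Ca and 350 ± 19.8 CPM with La (SD, n = 2 each). Its log2 fold change of −0.54 (standard error 0.12) had an adjusted p of 0.00603 from edgeR, which rose to 0.0533 after removal of the even background. Neither gene passed the fold threshold of the paper's methods in the fit of all 4 libraries. The log2 fold change of *fae3* lay past it without Ca replicate 2 (−0.66) or La replicate 1 (−0.61). It lay inside it without Ca replicate 1 (−0.43) or La replicate 2 (−0.49).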

The differential expression of the *fae* genes between Ca and La growth conditions has been previously noted, and while the alternative metabolic function for *fae1-2* has been speculated, it remains unresolved (21).

**TABLE 4:** Comparison of transcription level for FAE genes (*fae1, fae1-2,* and *fae3*) between Ca- and La-present conditions

Gene ID	Number of normalized counts, +Ca		Number of normalized counts, +La		log2fold change	*P*_adj_
MEALZ_RS11875 (*fae1*)	22,233	21,377	14,086	13,351	−0.431	0.001
MEALZ_RS04100 (*fae1-2*)	2,560	1,834	40,690	24,419	4.094	7.01E^−17^
MEALZ_RS07105 (*fae3*)	6,392	5,327	3,519	3,245	−0.55	0.00026

To evaluate the *fae* homolog’s contribution to carbon flux deterring from the RuMP pathway toward the primary oxidation pathway, we reconstructed the CS model, which assumes different roles for the Fae1-2, from its contribution to Fae1 function to the carbon flow into the H_4_F pathway by adding the reaction FAEii, which is the condensation reaction of formaldehyde with tetrahydrofolate and considering different ratios of formate and formaldehyde produced by La-MDH (*xoxF*) (Fig. 3; Table 5).

**Fig 3:**
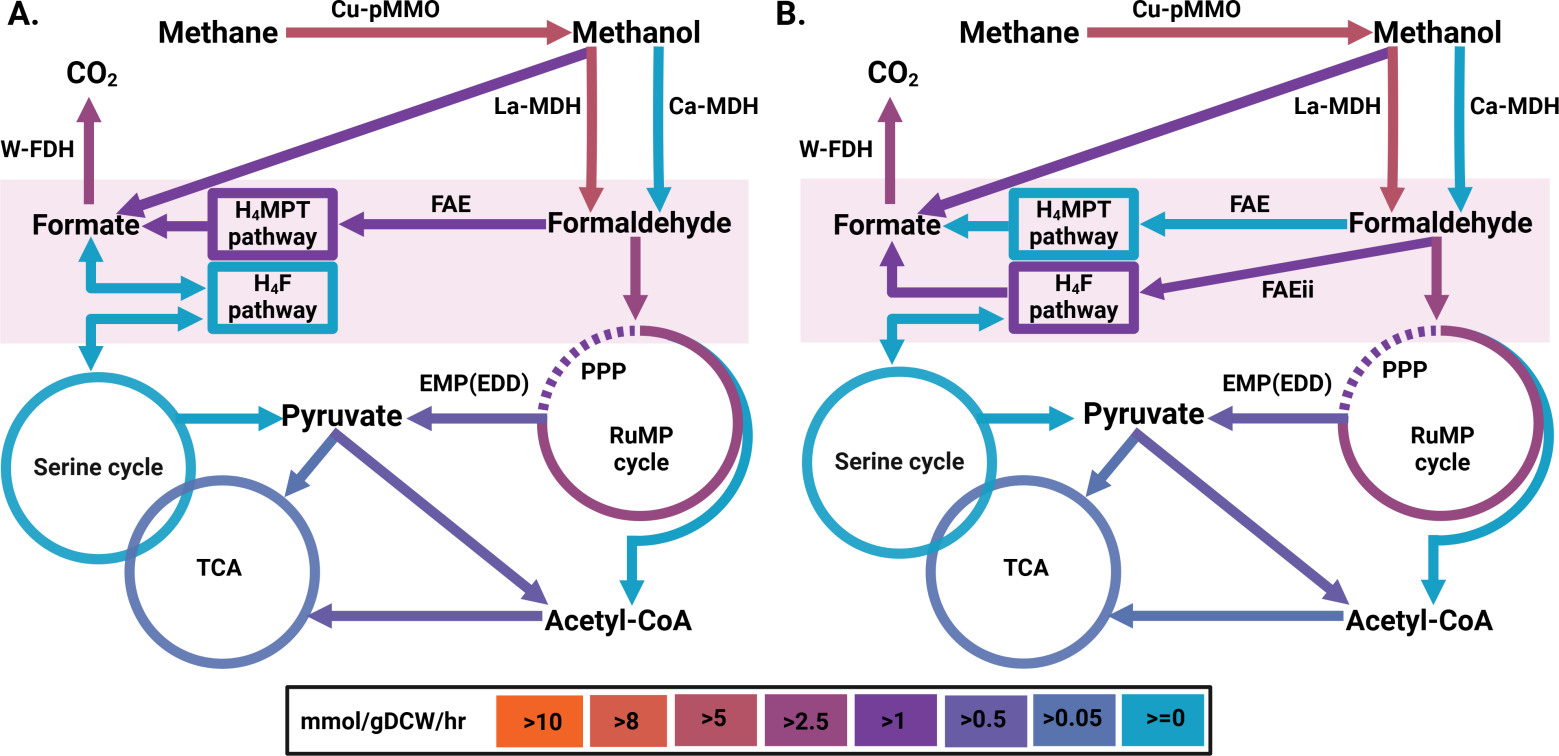
The schematic representation of the distribution of fluxes predicted (**A**) by original *i*IA409 model for growth on CH_4_ in the presence of La, W, and Cu with FAEii in H4MTP mode and (**B**) by CS model based on transcriptomic count data for growth on CH_4_ in the presence of La, W, and Cu with FAEii in H4Folate mode. The color indicates the extent of the flux rate through the reaction in mmol/gDCW/hour. Cu-pMMO, a reaction catalyzed by Cu**-**dependent pMMO; La-MDH and Ca-MDH, reactions with activities of two MDH isoforms (La- and Ca-dependent, respectively); W-FDH, the enzymatic reaction catalyzed by W-dependent FDH. FAEii, reaction that describes the potential role of *fae1-2* in the condensation of formaldehyde and tetrahydrofolate.

**TABLE 5:** Predicted flux via the cofactor (H_4_F or H_4_MTP) mediated C_1_ transfer for growth with La

Scenario	MXA-La type	Flux through FAEii	Model growth rate (hour^−1^)	Model O_2_:CH_4_ ratio	Experimental growth rate (hour^−1^)	Experimental O_2_:CH_4_ ratio
*i*IA409 H4MTP	MXALa:MXALa_for = 0.75:0.25^*a*^	1.29	0.74	1.3	0.07	1.28 ± 0.01
	MXALa:MXALa_for = 1.0:0.0^*b*^	2.57	0.0822	1.22		
*i*IA409 H4F	MXALa:MXALa_for 0.75:0.25^*a*^	1.17	0.0763	1.285		
	MXALa:MXALa_for = 1.0:0.0^*b*^	2.33	0.0869	1.185		
CS H4MTP	MXALa:MXALa_for = 0.75:0.25^*a*^	2.34	0.0537	1.31		
	MXALa:MXALa_for = 1.0:0.0^*b*^	2.78	0.0778	1.27		
CS H4F	MXALa:MXALa_for = 0.75:0.25^*a*^	1.17	0.0763	1.285		
	MXALa:MXALa_for = 1.0:0.0^*b*^	2.59	0.0657	1.17		

^*a*^ MXALa_for bounded conditions, in which the proportion of formate and formaldehyde produced by La-MDH (*xoxF*) was added manually by constriction of flux through MXALa and MXALa_for reactions in proportion 0.75:0.25.

^*b*^ MXALa_for unbounded conditions, in which proportion of formate and formaldehyde produced by La-MDH (*xoxF*) was not manually restricted and bounds for MXALa and MXALa_for reactions were the same (0;1,000 mmol/gDCW) for both.

We also investigated an opportunity of the reverse function for Fae1-2 (hydrolysis instead of condensation). The assumption of Fae1-2 role in the H_4_Folate pathway provided the best fit to the experimental data (Table 5) for both the original and CS models. Furthermore, the CS model in this condition or the context predicts O_2_ consumption rate without any restrictions on its reactions, unlike CS model without FAEii reaction. Considering that La-growth contributes to a higher formate pool, the essentiality of the Fae1-2 function becomes more apparent. To further investigate the prediction, additional targeted mutagenesis studies were carried out. First, we investigated the impact of the formate dehydrogenase knockout on cell growth with Ca versus La. Then, we investigated the phenotypes of *fae1-2* knockouts. The functional characterization of Fae1-2 was supplemented by phylogenetic and complementation studies.

#### Mutagenesis

A knockout strain 20Z^R^ ∆*fdhAB* was constructed as described in Materials and Methods. The growth phenotypes of the mutant were tested using growth media containing either La or Ca to investigate the impacts of the La-switch (i.e., XoxF methanol dehydrogenase instead of Ca-dependent MxaFI). The 20Z^R^∆*fdh* knockouts displayed growth defects when compared to the wild type, and the growth reduction was more severe during La supplementation (Fig. 4). The growth rate was almost fivefold lower in the *fdhAB* mutant compared to the wild type. No significant growth defects were observed in media supplemented with methanol (data not shown), suggesting that the FDH is more critical for methane utilization.

**Fig 4:**
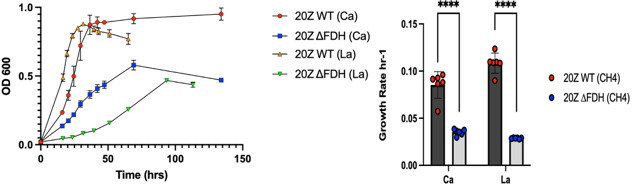
Growth parameters of *M. alcaliphilum* 20Z^R^ WT and 20Z^R^∆*fdhAB* grown with methane using growth media supplemented with Ca or La.

We also constructed *M. alcaliphilum* 20Z^R^ mutants lacking *fae1-2* or *fae3*; however, the mutants did not display any growth defects (data not shown). We were not able to generate *fae1* knockouts, which indicates its essentiality for the growth.

#### Complementation tests

In order to investigate the functional activity of the Fae1 and Fae1-2 homologs, complementation studies were carried out. *M. extorquens* AM1Δ*fae1,* the null mutant strain, does not have the ability to use methanol as a carbon source and is highly sensitive to methanol (35). The strain AM1 has been used for investigating the function of Fae-like sequences obtained from pure cultures as well as metagenomic sequences (40, 41). In this study, three plasmids, harboring *fae1* (MEALZ_RS11875)*, fae1-2* (MEALZ_RS04100), and *fae3* (MEALZ_RS07105) homologs from *M. alcaliphilum* 20Z^R^, were constructed and integrated into *M. extorquens* AM1Δ*fae1*. All strains have the ability to grow on succinate (Fig. 5A and B). When tested on solid media, both the sensitivity test and the growth test revealed that the integration of *fae1* and *fae1-2* homologs into AM1Δ*fae1* relieved methanol sensitivity through complementation. The strain AM1Δ*fae1:*pAWP78-P*_89_*-20Z^R^*fae*3 displayed similar sensitivity to methanol as the parental AM1Δ*fae1* strain, while both AM1Δ*fae1:* pAWP78-P*_89_*-20Z^R^*fae1* and AM1Δ*fae1:*pAWP78-P*_89_*-20Z^R^*fae*1-2 became resistant to methanol. The *fae1* and *fae1-2* genes also rescued the AM1Δ*fae1* growth on methanol on solid media.

**Fig 5:**
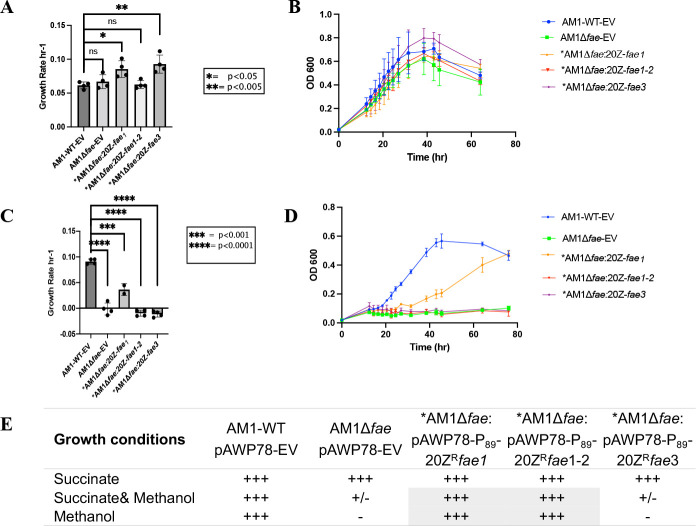
Growth parameters (growth rate and growth curve) of the *M. extorquens* AM1 wild-type (WT) and AM1Δ*fae* strains expressing *fae1* and *fae* homologs on succinate (**A and B**) and methanol (**C and D**). **(E)** Complementation results obtained on solid media. *Complementation of the *AM1Δfae*-mutant growth on solid media with methanol is highlighted in gray.

The growth of the strains was also investigated in liquid culture and produced surprisingly different outcome for the Fae1-2 construct. While both *fae1* and *fae1-2* restored growth on methanol on solid plates, only *fae1* is able to restore the AM1∆*fae*-mutant phenotype. AM1Δ*fae*:20Z*fae1-2* is able to relieve methanol sensitivity on agar medium but is not able to grow in liquid culture supplemented with methanol (Fig. 5C through E). AM1Δ*fae1,* AM1Δ*fae:*20Z^R^*fae1-2,* and AM1Δ*fae1:*20Z^R^*fae3* do not grow in liquid cultures supplemented with methanol.

#### Phylogenetic analyses of Fae homologs

To analyze the functional roles of the *fae* homologs, and more specifically the La-induced *fae1-2* gene product, we carried out phylogenetic analyses. Fae and Fae-like proteins are homologous across different groups of bacteria, such as the firmicutes, actinomycetes, planctomycetes proteobacteria, and NC10 phylum, as well as archaea. The phylogenetic tree we constructed includes 78 *Fae* sequences that represent different microbial species, including 34 bacterial and 5 archaeal species. *Geoglobus ahangarhi* (Gene ID: 2810347888; Ga0325130_111788) roots the tree. Five main groups were identified. Only sequences from group 1 (bacterial Fae) and group 5 (archaeal Fae) have defined cellular function (Fig. 6). Group 1 Fae proteins capture formaldehyde generated from primary C_1_ oxidation (methanol to formaldehyde). Group 5 Fae enzymes contribute to capturing formaldehyde produced by a reverse hexulose phosphate synthase activity during the conversion of C6 sugars into C5 sugars for nucleotide biosynthesis (42, 43). Both Group 1 and Group 5 Fae proteins catalyze the formation of methylene-H_4_MPT from H_4_MPT and formaldehyde and thus serve as the entry point for the formaldehyde oxidation pathway. The percent identity shared for archaeal sequences in Group 5 with canonical Fae from *M. extorquens* AM1 (Gene ID: 644811916; MexAM1_META1p1766) is between 50% and 51%.

**Fig 6:**
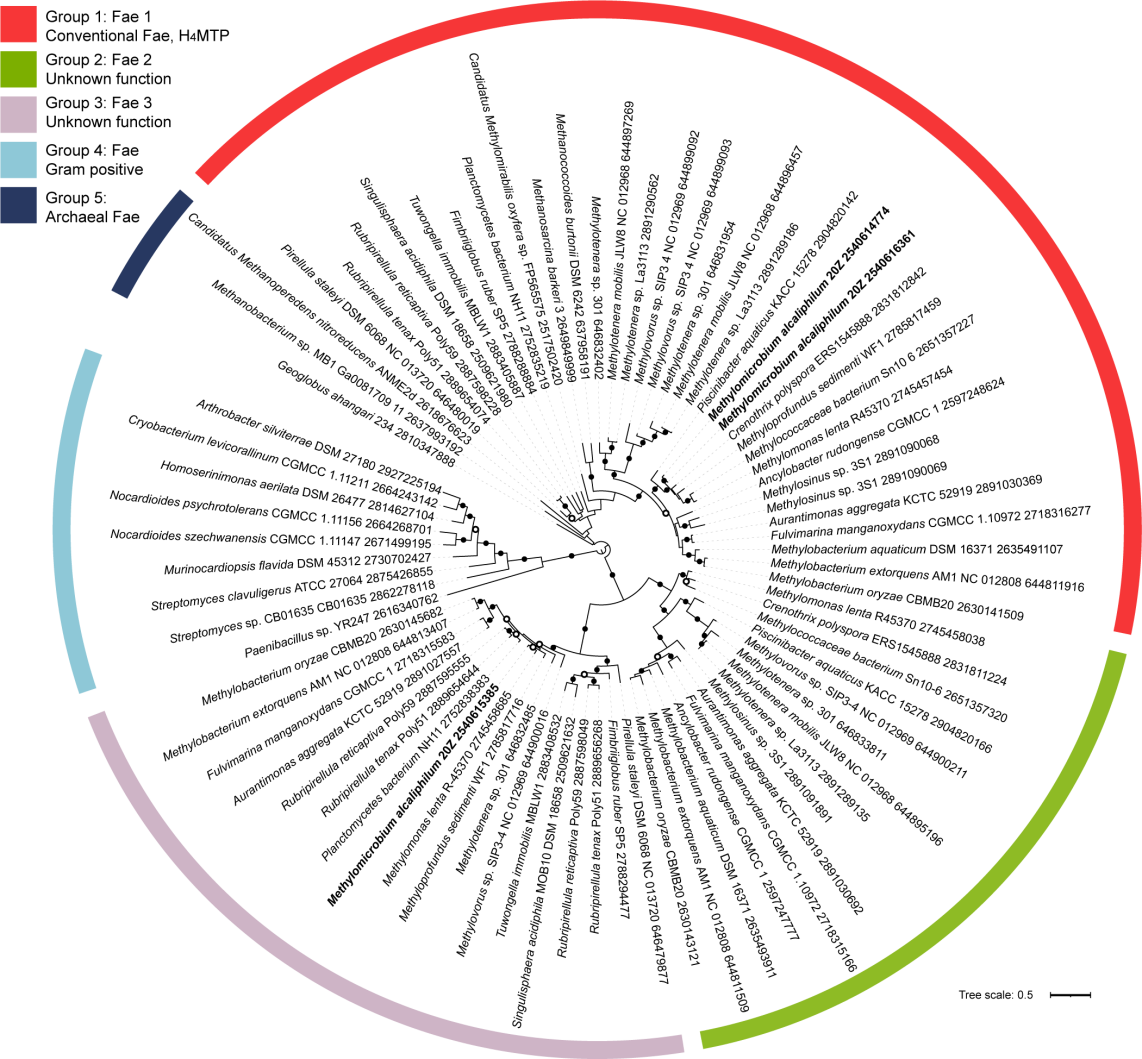
Phylogenetic analysis of Fae homologs in bacteria and archaea. Protein sequences of Fae from *M. alcaliphilum* 20Z^R^ are highlighted in bold. Filled circles on nodes represent >70% bootstrap support. Open circles on nodes represent >50% bootstrap support. The tree is drawn to scale, with branch lengths measured in the number of substitutions per site. This analysis involved 78 amino acid sequences. A total of 452 positions were used in the final data set.

The cellular functions of Fae-like proteins from Groups 2, 3, and 4 are not known. Suggested functions include regulatory or sensing roles or a possible contribution to tetrahydrofolate-linked C-transfer (44, 45).

## DISCUSSION AND CONCLUSIONS

In this study, we implemented the Python-based pipeline to reconstruct the context-specific metabolic network of *M. alcaliphilum* 20Z^R^, a model methanotrophic bacterium. The initial goal of the study was to streamline metabolic network reconstruction for non-model microbial systems with unique metabolic capabilities, i.e., methanotrophy. The model reconstruction was followed by flux balance analysis for 20Z^R^ growing on methane with Ca or La supplementation. Considering that a great deal of information is available for the strain, the reconstructed model was compared to previously expert-curated reconstructions (*i*IA409 model [21]).

The CS model predictions were comparable to the original *i*IA409 model simulation with a few exceptions. The CS model indicated that reverse electron transfer through the cytochrome bc1 complex is essential for supporting methane oxidation, whereas the original model suggested a more direct redox input from a reduced cytochrome cL, a product of methanol oxidation. Therefore, the CS model predicted the necessity of the reverse electron transfer systems without requiring additional expert-curated constraints, which were necessary for the original model (46). It should be mentioned, however, that both models do not support the redox model of methane oxidation. The CS model also ruled out a possibility of carbon flux from acetyl-P toward pentose phosphate pathway intermediates via the phosphoketolase pathway. Finally, CS model suggested higher carbon flux via formaldehyde-formate nodes. The direct conversion to formate due to XoxF activity and the H_4_MPT pathway activation led to the enhanced production of formate compared to the value predicted by the original model. The increase in the expression of the gene encoding FDH has been confirmed by the analysis of DEGs between La and Ca conditions (47). Follow-up studies with the formate dehydrogenase knockouts further confirm the essentiality of the formate oxidation reaction.

The CS model predictions for the La-dependent growth condition demonstrated a set of metabolic rearrangements in comparison to the flux distributions obtained by the simulation of the original model. The key difference in the carbon flux distribution predicted by the CS versus the original models is the increased role of the C1 transfer pathway. It has been shown previously that La supplementation results in the reduction of gene expression for a canonical *fae1,* while inducing its close homolog, named here as *fae1-2*. We interrogated the possible functional role of *fae1-2* using the CS model. The model highlights a possibility that Fae1-2 is an enzyme that contributes to formaldehyde condensation with H_4_folate. Genetic tests further indicate that the Fae1-2 function differs substantially from the canonical Fae1.

In summary, we demonstrate that this pipeline can help reconstruct metabolic models that are similar to manually curated networks. The pipeline for CS model development implemented in the BioUML platform can be used and easily tuned for the investigation of metabolic changes in other growth conditions of the methanotrophic strain. Furthermore, the reconstructed models should be able to highlight previously overlooked pathways, thus advancing fundamental knowledge of non-model microbial systems and promoting their development toward biotechnological or environmental implementations.

## Supplementary Material

Reviewer comments

## Data Availability

The RNA-seq data (counts and differentially expressed genes) are available via the GEO database under accession number GSE253414. The described pipeline for transcriptomics data analysis, results of the DEG analysis, and the CS GSM model for 20ZR with the corresponding Jupyter Notebook are available on Gitlab at https://gitlab.sirius-web.org/RSF/20ZR_CS_GSM_model (accessed on 14 August 2024) and on Github at https://github.com/mkulyashov/20ZR_CS_GSM_model_mSystems (accessed on 3 December 2024).

# Supplementary material for: Modification and analysis of context-specific genome-scale metabolic models: methane-utilizing microbial chassis as a case study
**Source:** mSystems. 2024 Dec 19;10(1):e01105-24. doi: 10.1128/msystems.01105-24
**Supplement:** Supplemental Figures — Fig. 1.1-1.8.

Supplementary Material

# Supplementary Figures

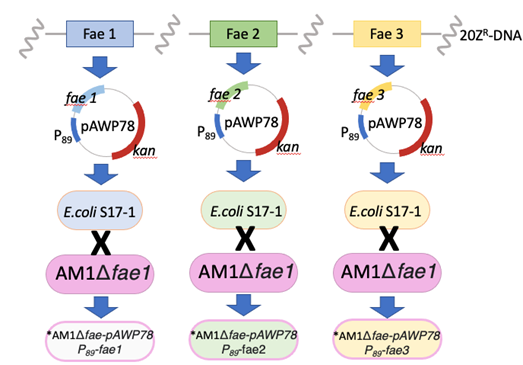

**Supplementary Figure 1.1.** Schematic representation of plasmid construction and integration of *fae1* and *fae* homologues from *M. alcaliphilum* 20Z^R^ into *M. extorquens* AM1Δ*fae1* mutant.

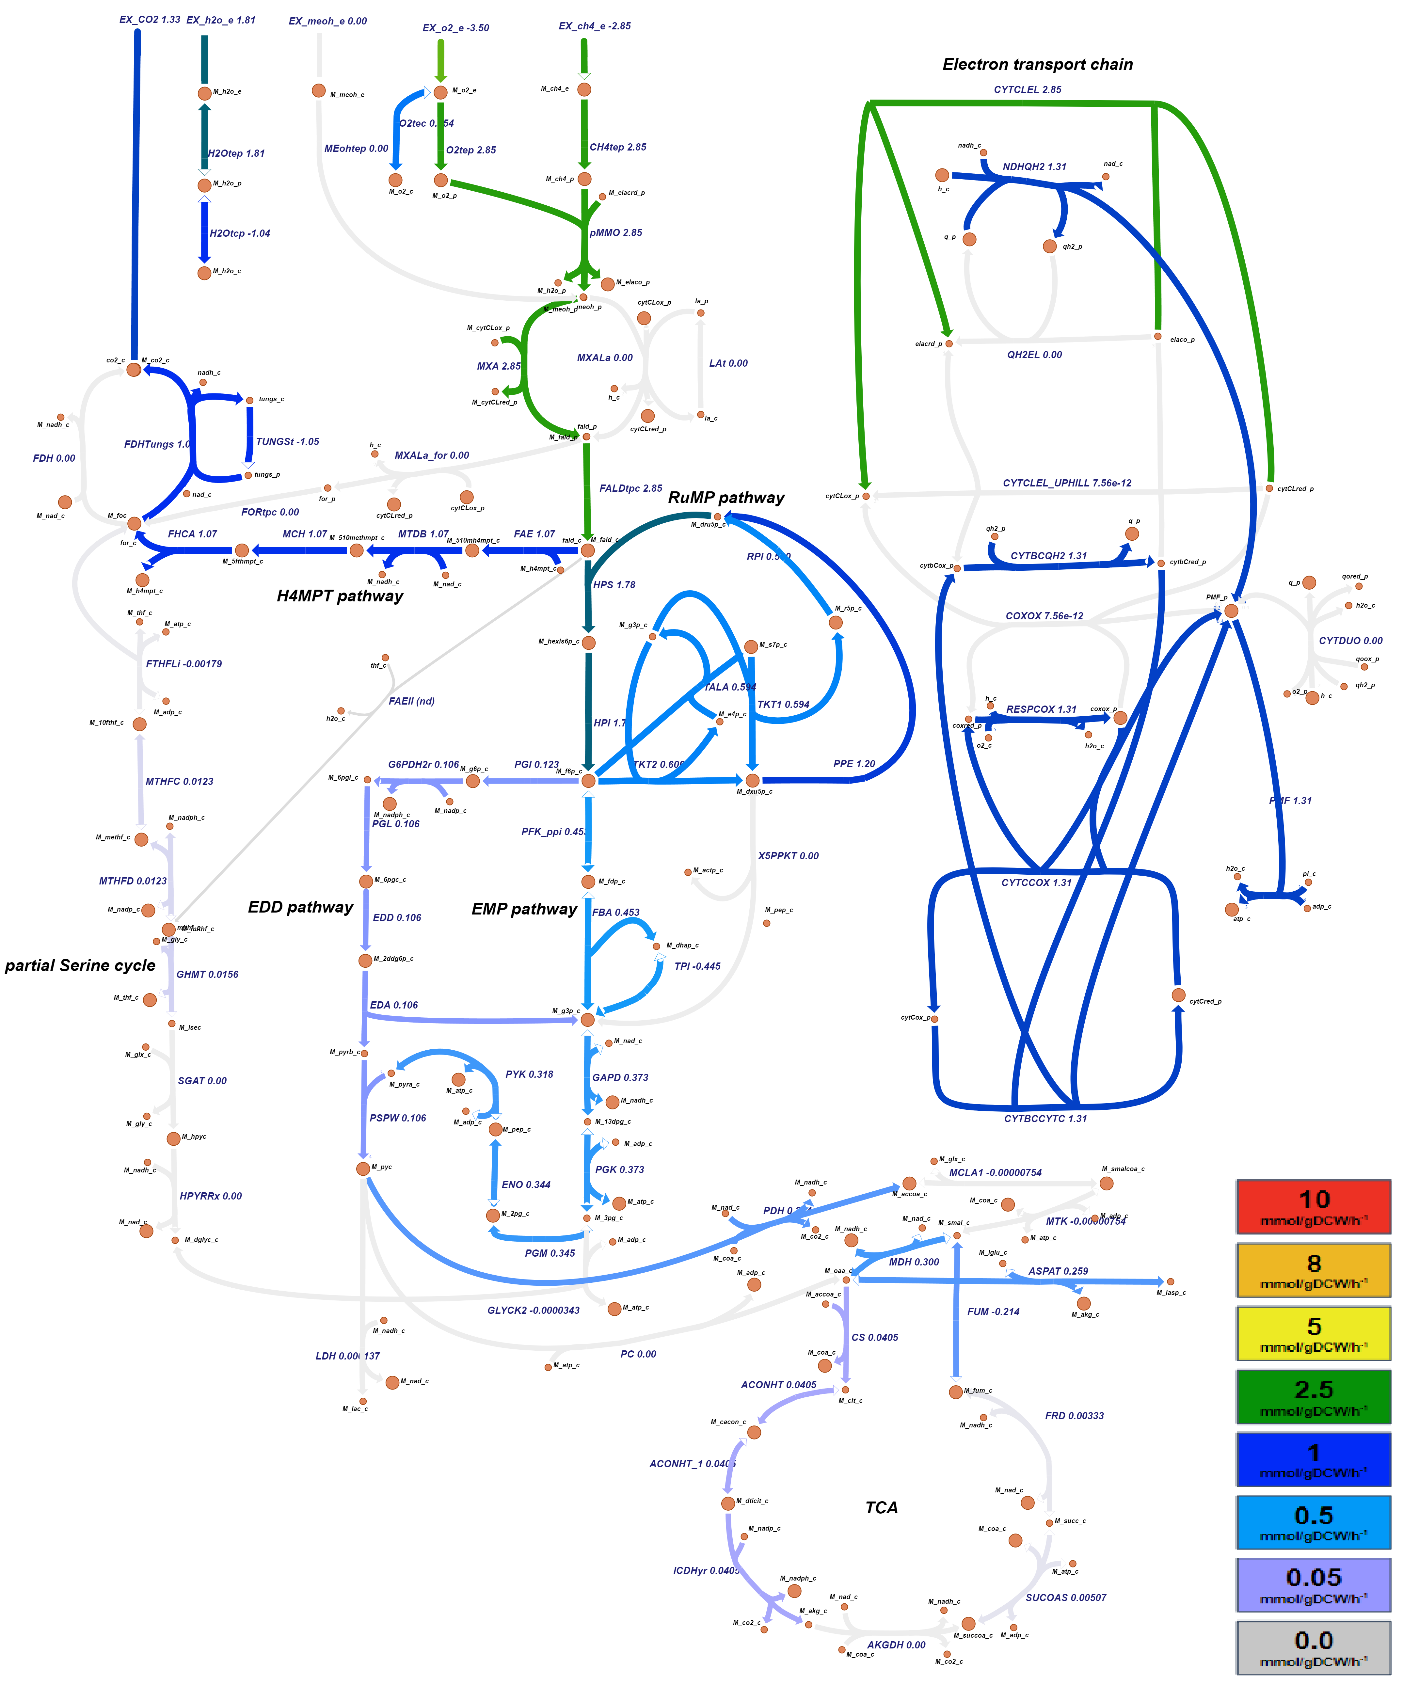

**Supplementary** **Figure 1.2.** The fluxes distribution predicted by original *i*IA409 model for growth on CH_4_ in the presence of Ca, W, Cu. The line thickness and color indicate the extent of the flux rate through the reaction in mmol*gDCW^-1^*h^-1^.

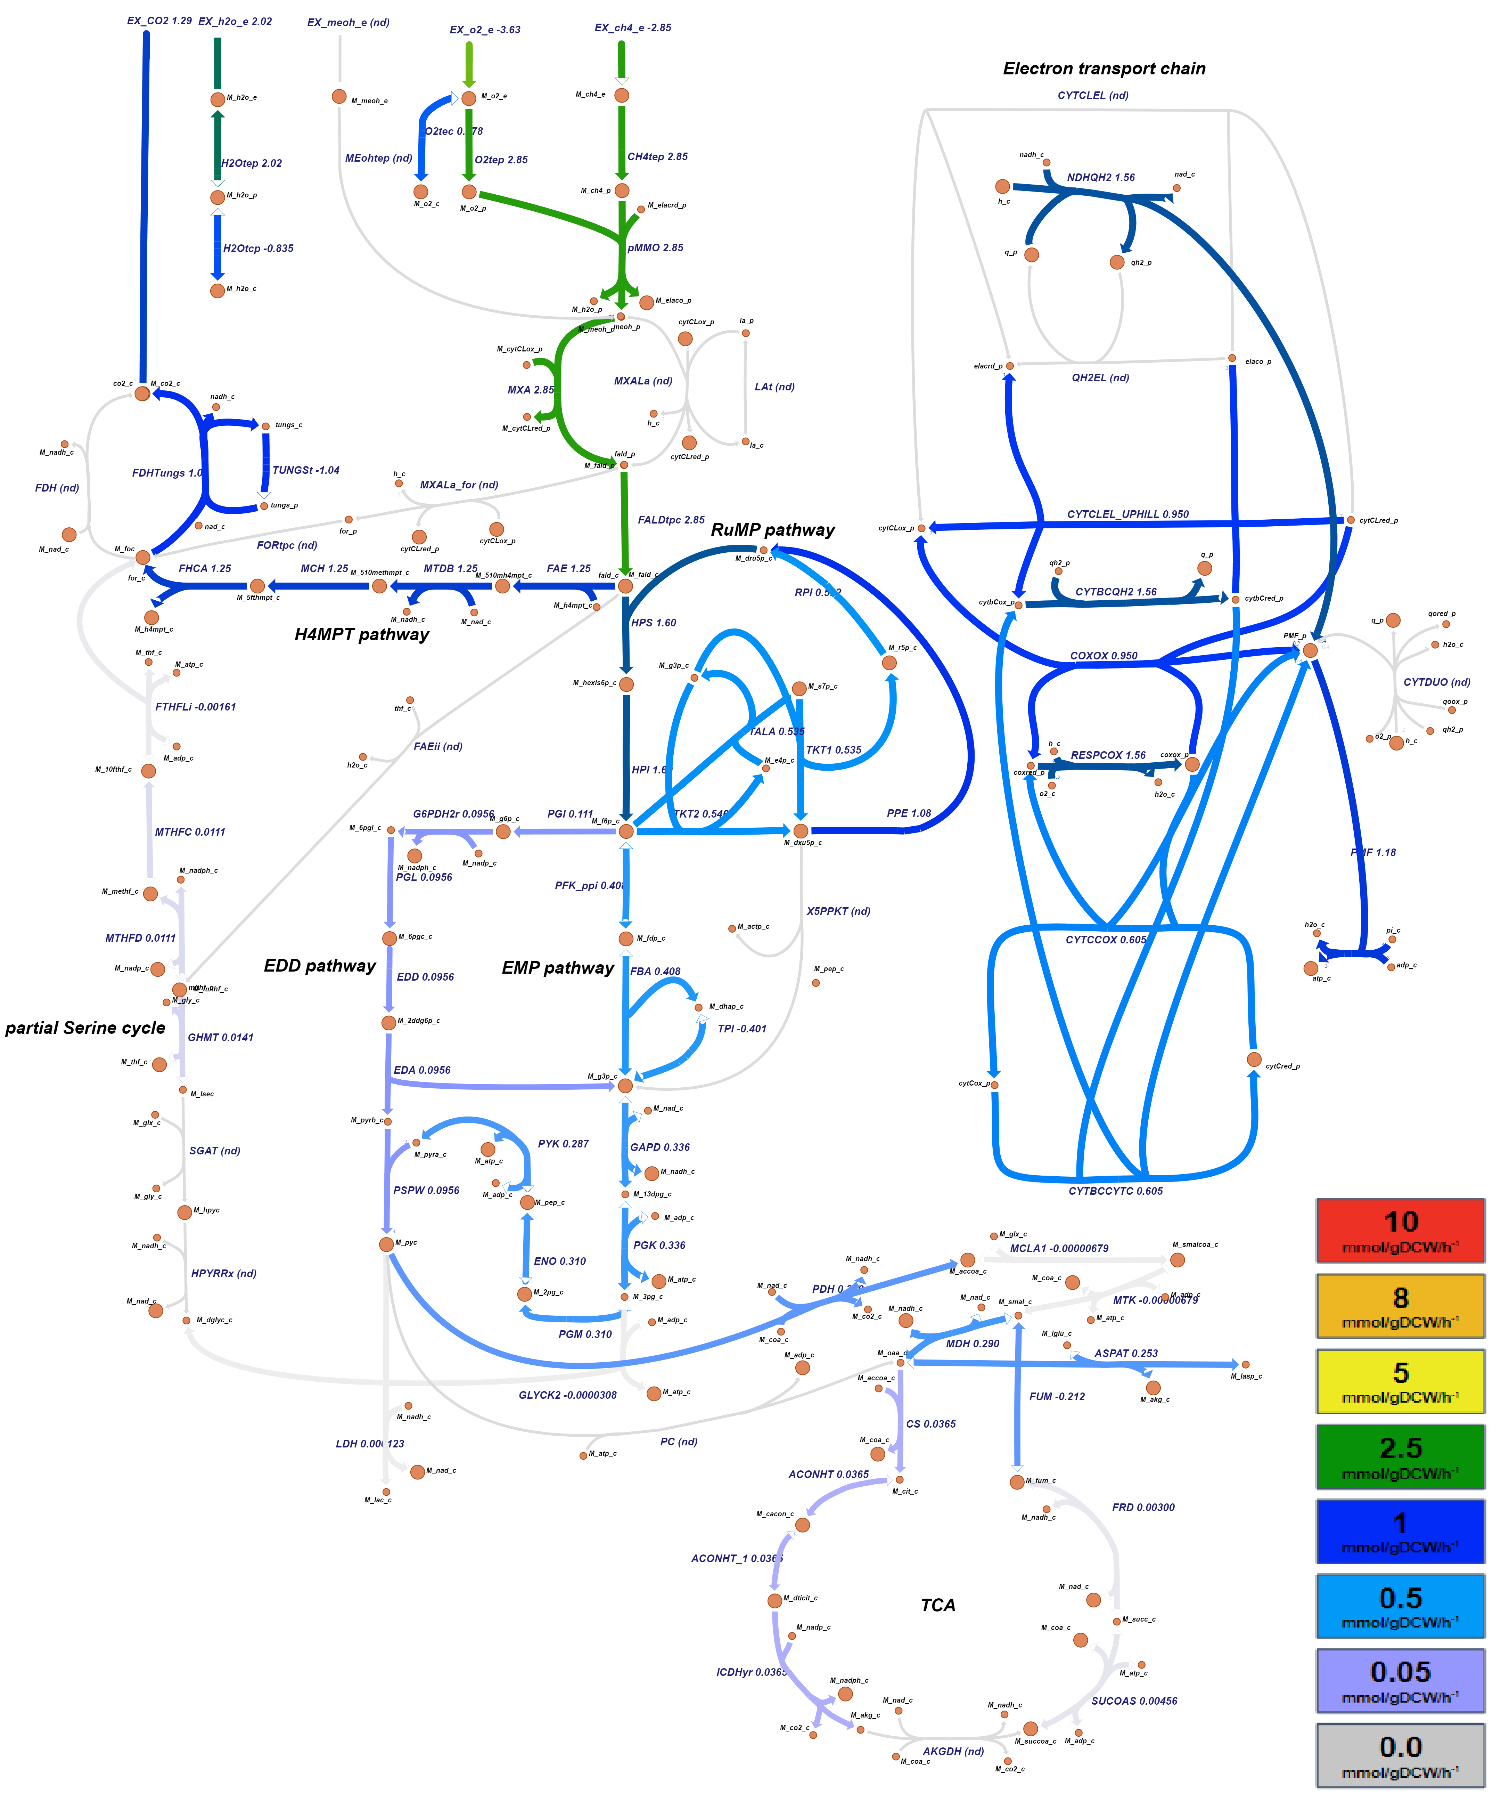

**Supplementary Figure 1.3.** The fluxes distribution predicted by CS model based on transcriptomic counts data for growth on CH_4_ in the presence of Ca, W, Cu. The line color indicates the extent of the flux rate through the reaction in mmol*gDCW^-1^*h^-1^.

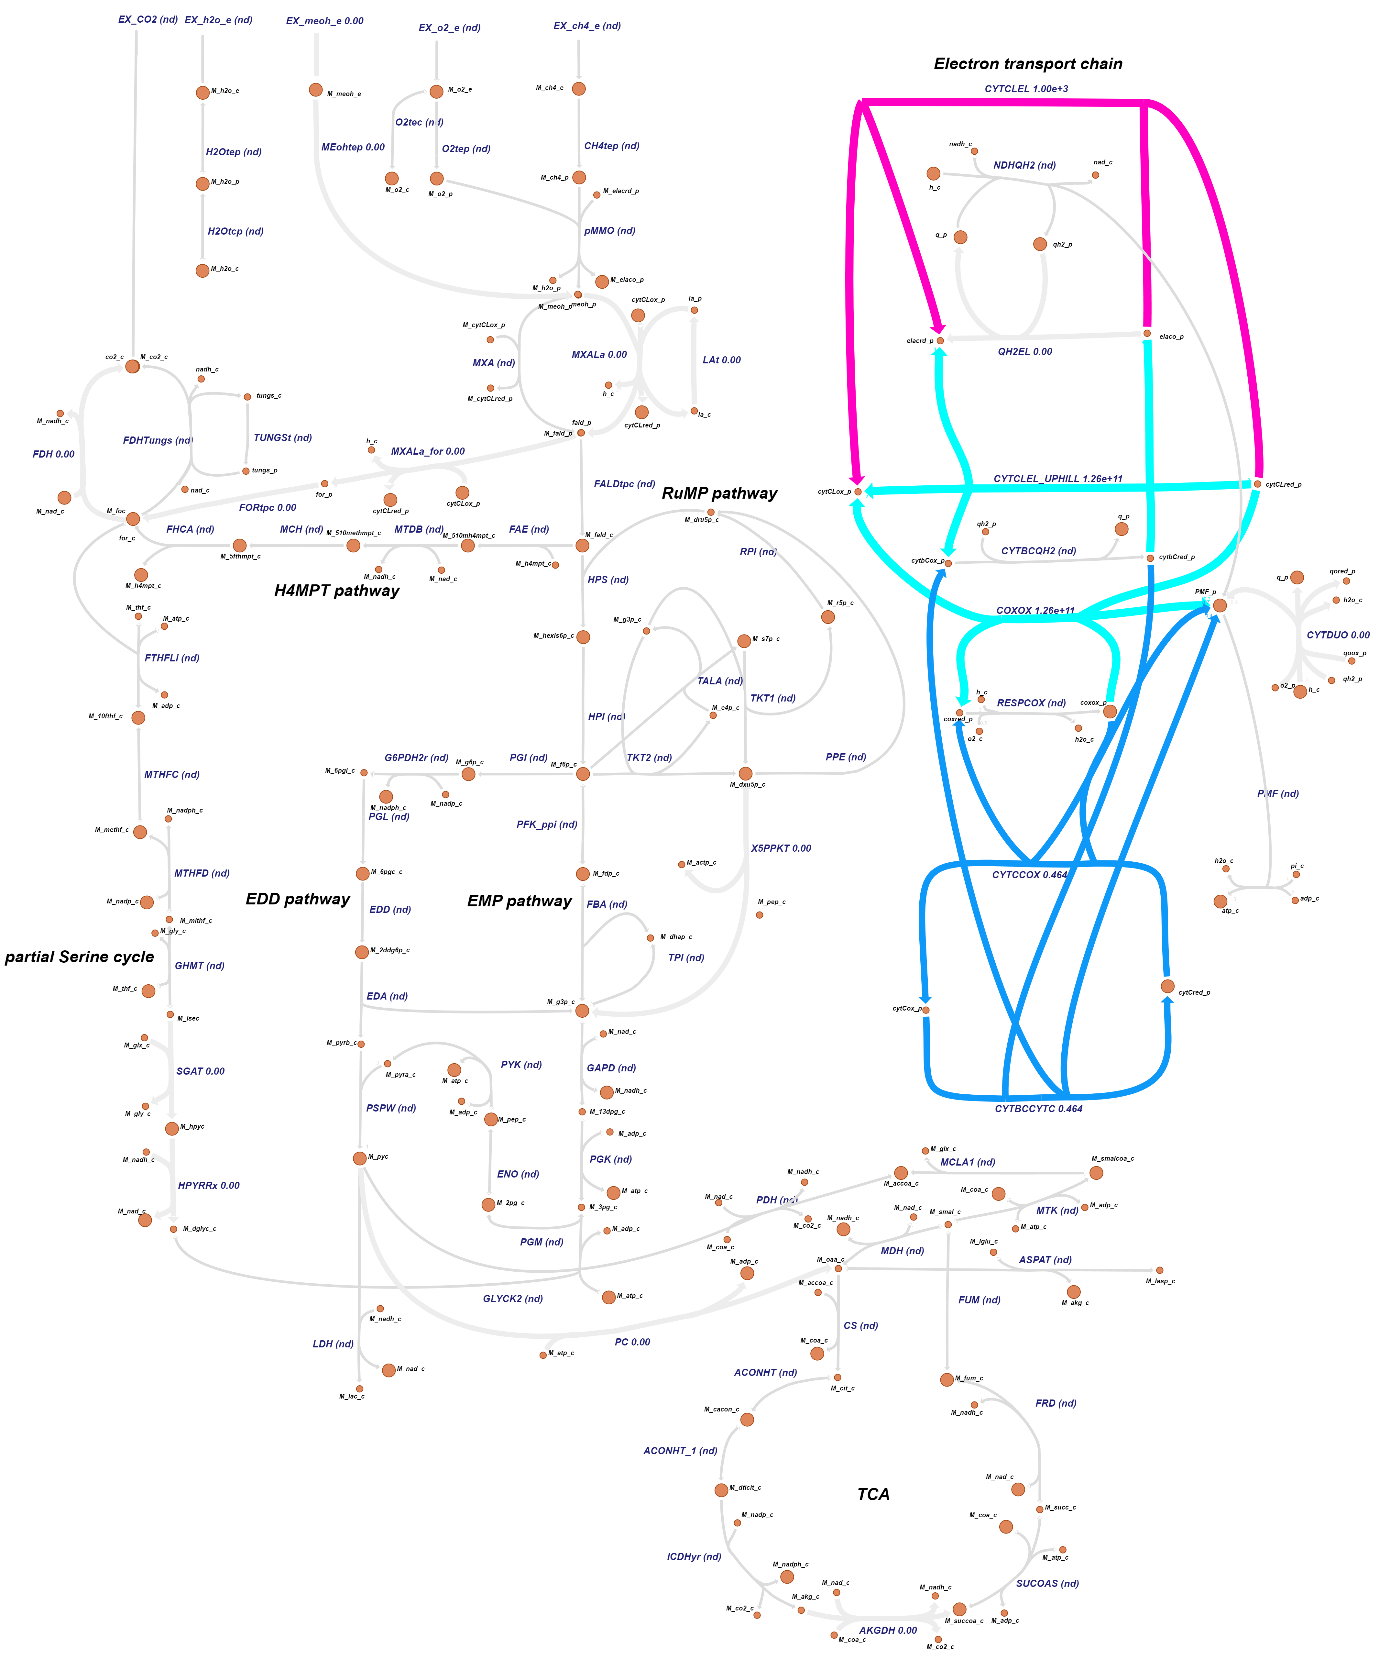

**Supplementary Figure 1.4.** DRFs between *i*IA409 and CS model based on transcriptomic counts data for growth on CH_4_ in the presence of Ca, W, Cu. The line color indicates the ratio of the reaction flux in the CS model to reaction flux in *i*IA409. Reactions are assigned a value of 1000 if the reaction is turned off in the CS model, while it is active in the original one, and 2000 if it is conversely.

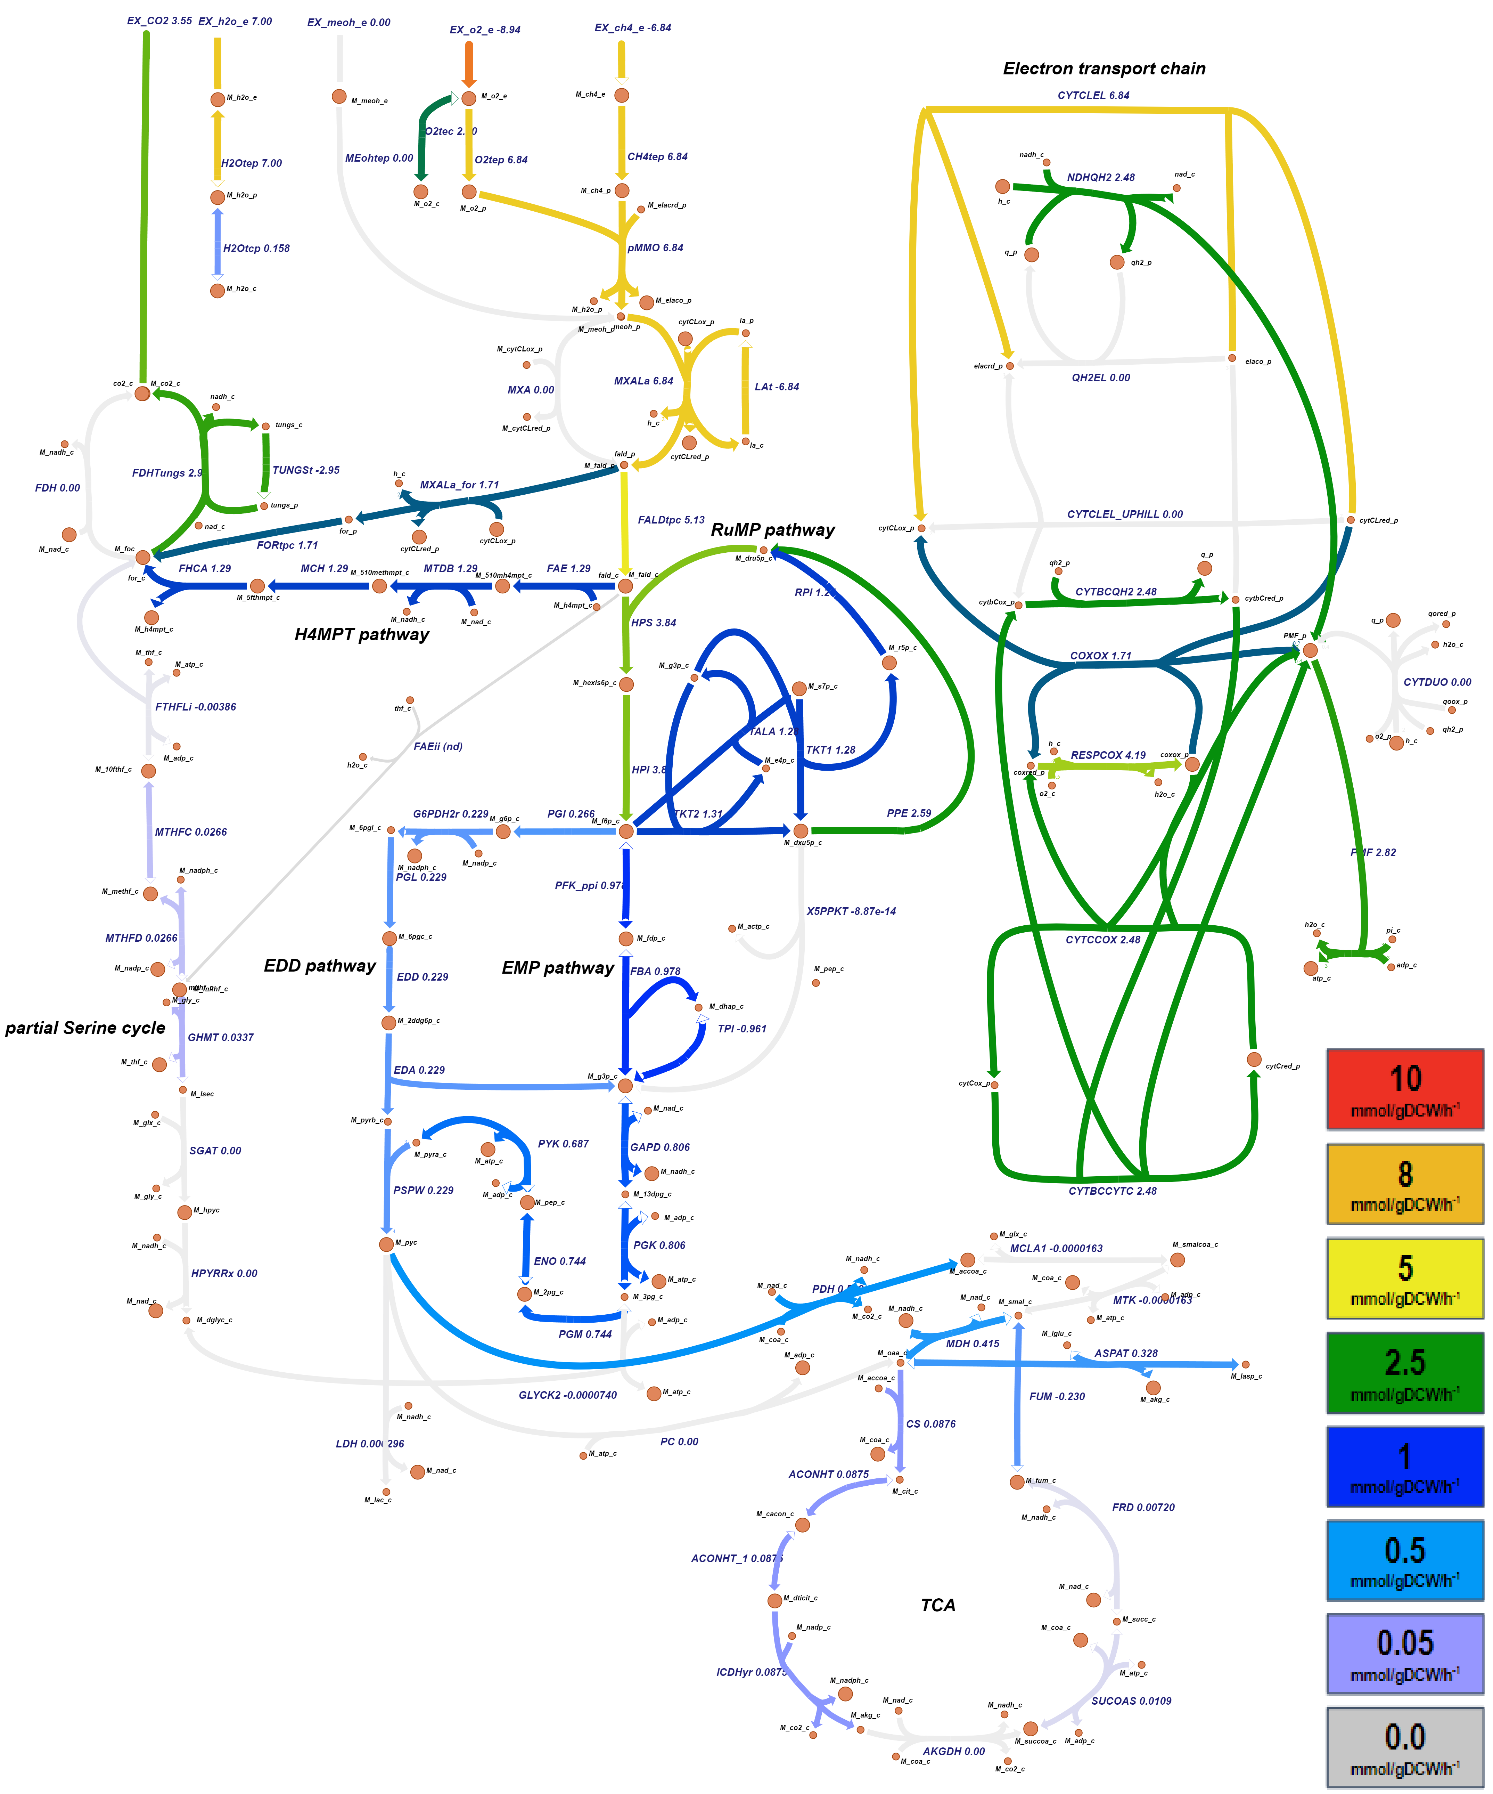

**Supplementary Figure 1.5.** The fluxes distribution predicted by original *i*IA409 model for growth on CH_4_ in the presence of La, W, Cu. The line color indicates the extent of the flux rate through the reaction in mmol*gDCW^-1^*hr^-1^.

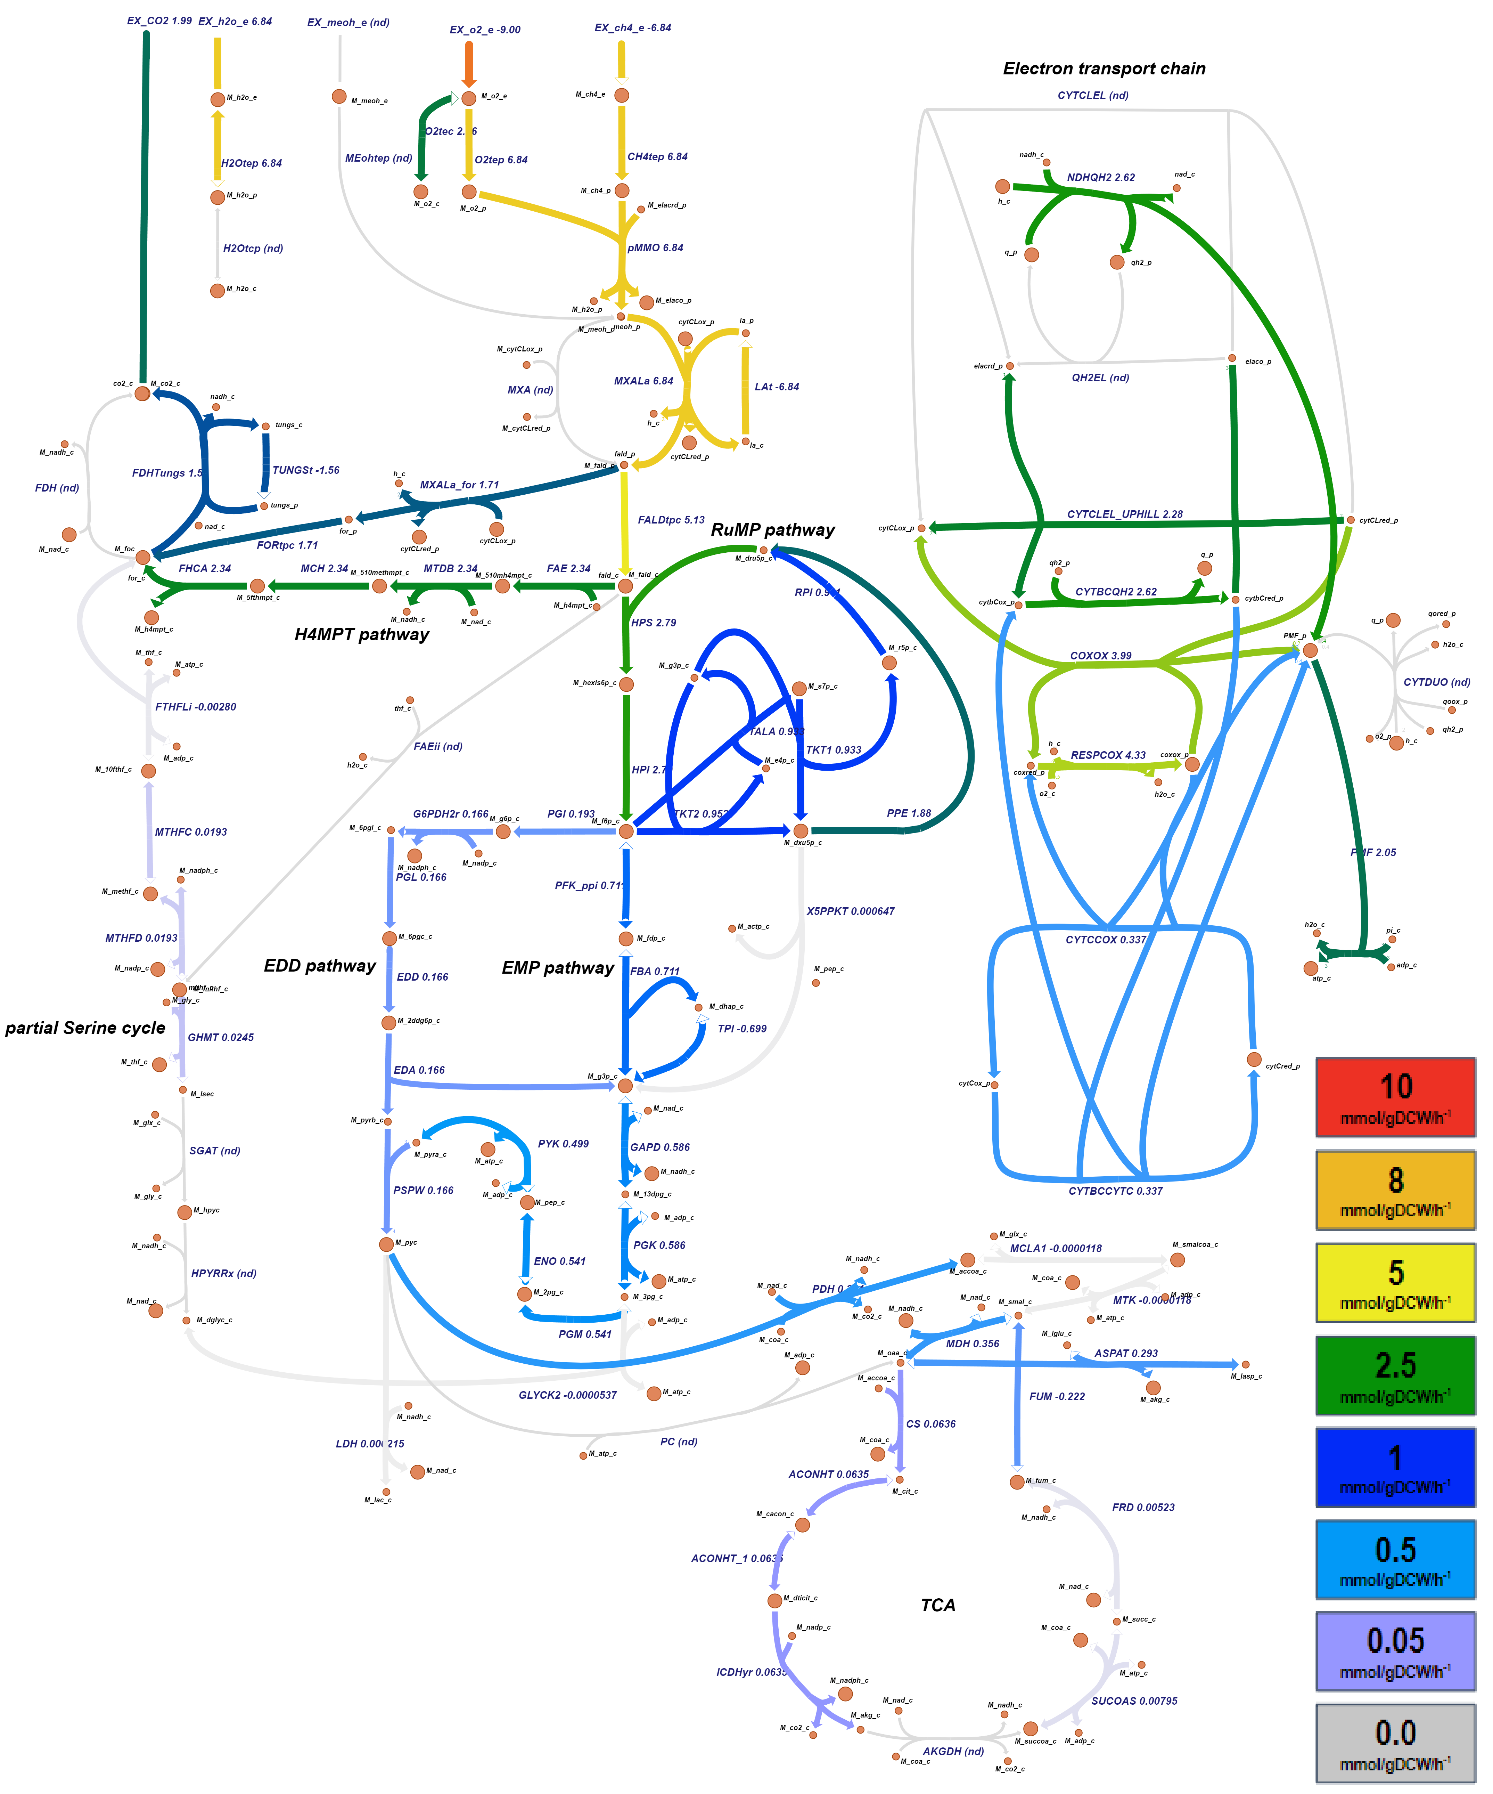

**Supplementary Figure 1.6.** The fluxes distribution predicted by CS-model based on transcriptomic counts data for growth on CH_4_ in the presence of La, W, Cu. The line color indicates the extent of the flux rate through the reaction in mmol*gDCW^-1^*hr^-1^.

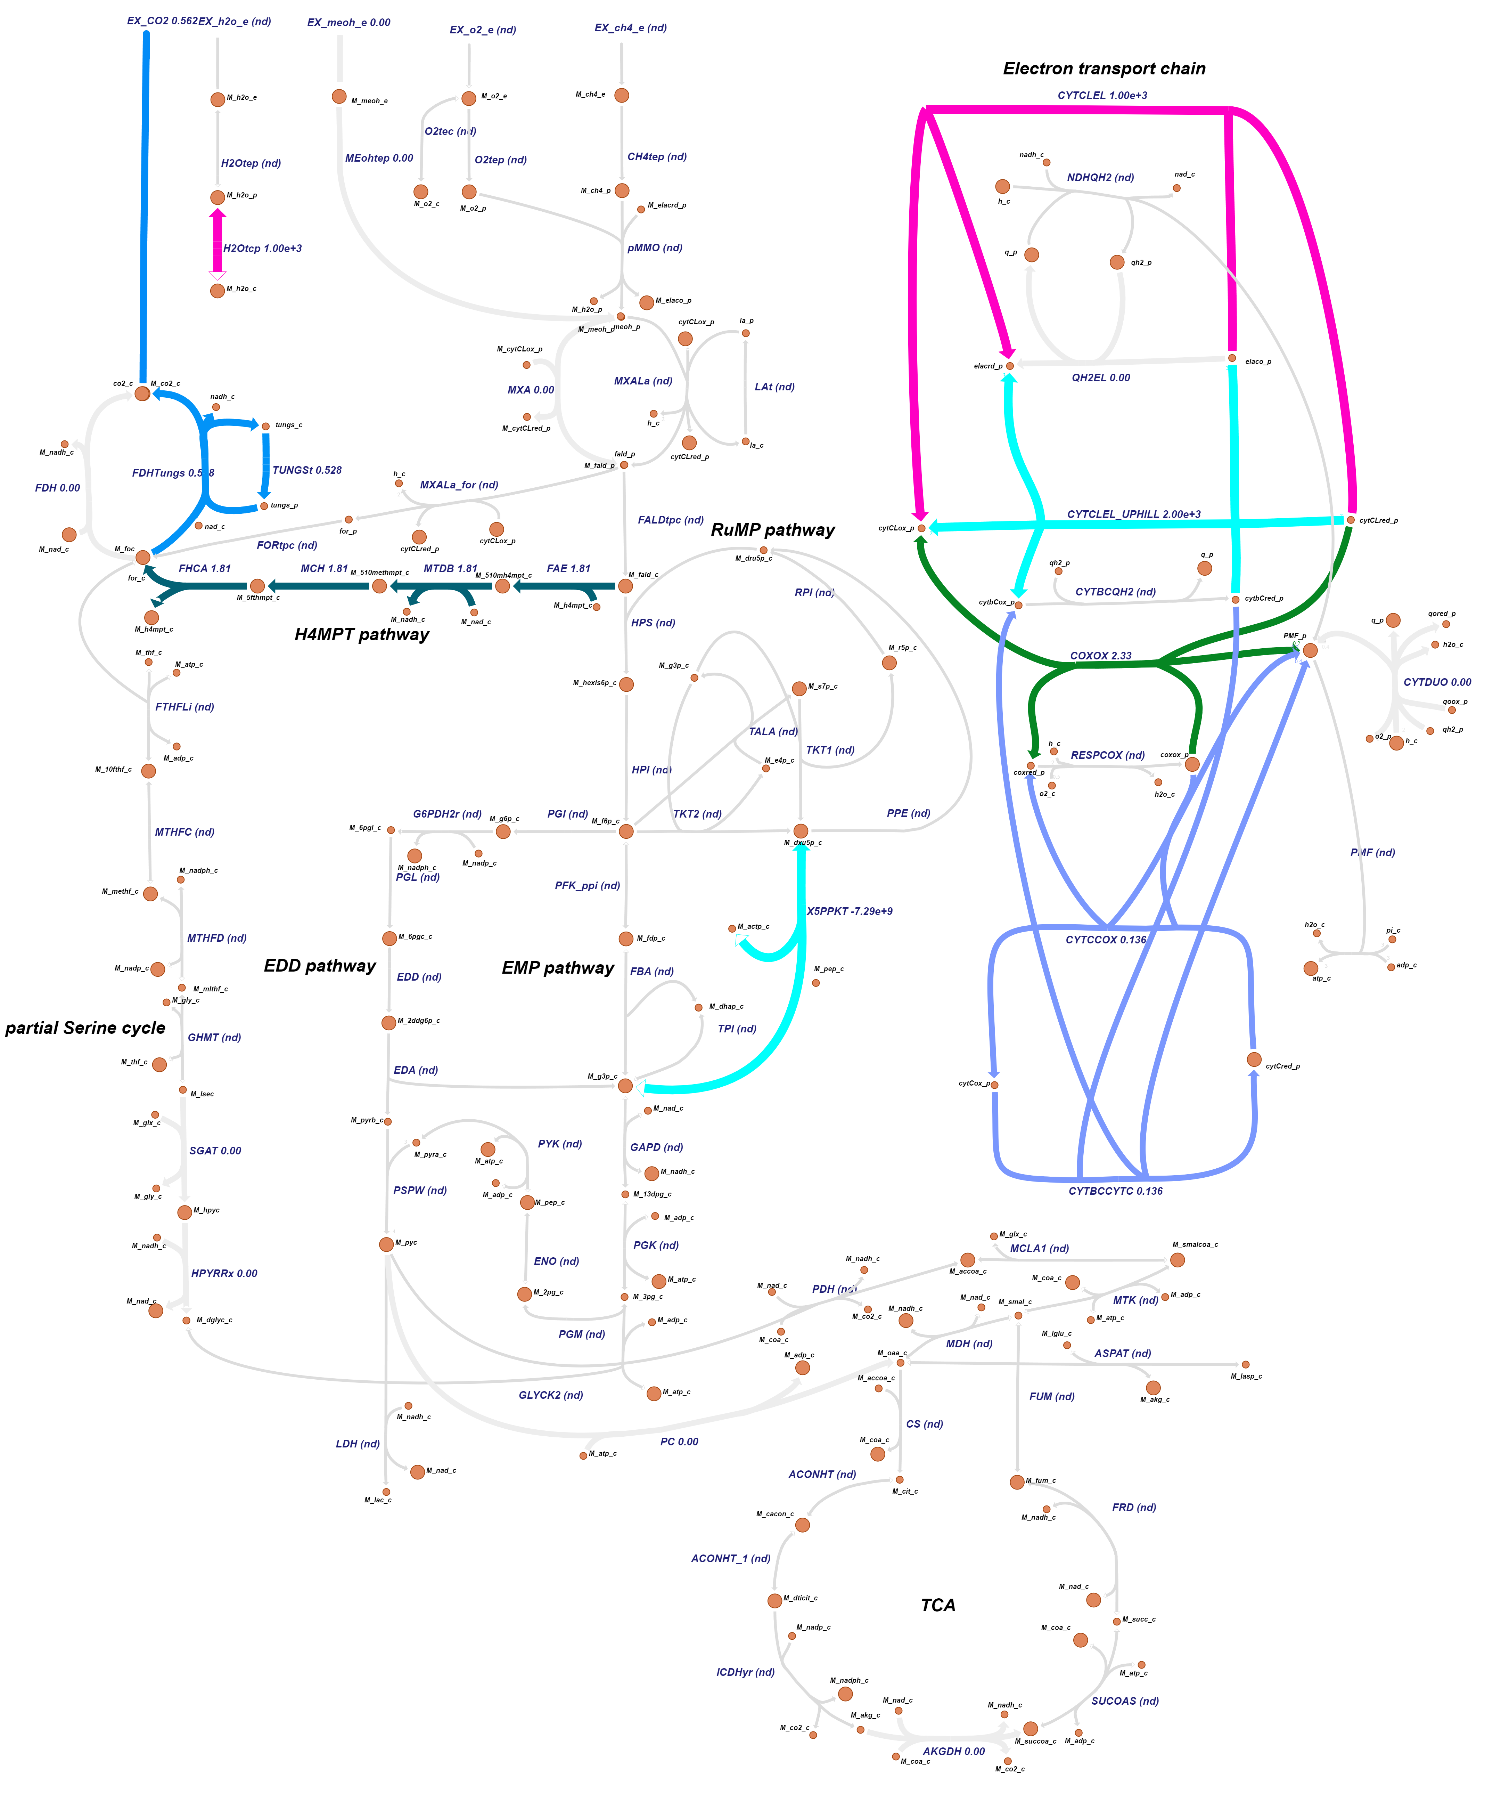

**Supplementary Figure 1.7.** DRFs between *i*IA409 and CS model based on transcriptomic counts data for growth on CH_4_ in the presence of La, W, Cu. The line color indicates the ratio of the reaction flux in the CS model to reaction flux in *i*IA409. Reactions are assigned a value of 1000 if the reaction is turned off in the CS model, while it is active in the original one, and 2000 if it is conversely.

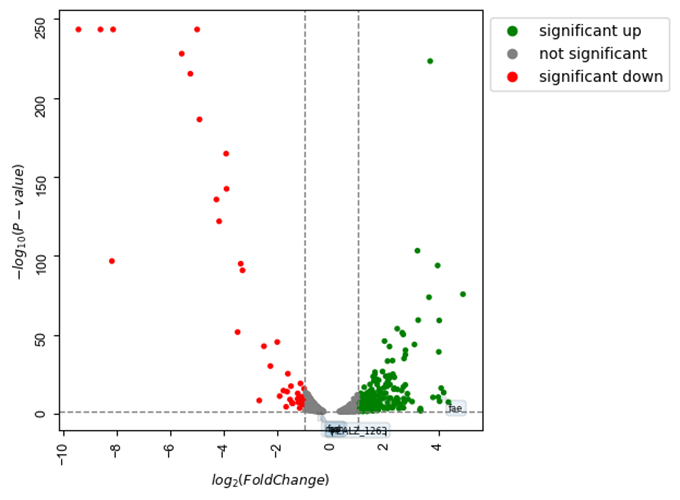

**Supplementary Figure 1.8.** Volcano plot of DEGs between growth on CH_4_ in the presence of La, W, Cu vs growth on CH_4_ in the presence of Ca, W, Cu. Genes names on the plot associated with reactions in H_4_MPT pathway are indicated. Down-expressed genes are marked by red color, while up-expressed genes are indicated by green color (|log2Fold| > 1.5, p_adj_ <0.05).

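Of the 4089 genes tested between La and Ca growth on CH_4_, 679 were called differentially expressed by edgeR at more than a 1.5-fold change, 499 higher and 180 lower with La. With DESeq2, 628 genes were called, 441 higher and 187 lower, and 613 were called by both tools. At an absolute log2 fold change over 1.5, the threshold of the Fig. S1.8 legend, edgeR called 153 genes, and over 1, where the plot draws its lines, 308. With each replicate left out in turn the number of genes called at the 1.5-fold threshold lay between 571 and 803.

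The higher and lower calls were spread unevenly over the range of expression. Among the 2045 tested genes with the lower mean expression, 416 were called higher and 51 lower, whereas among the 2044 with the higher mean expression 83 were called higher and 129 lower. After removal of an even background of reads, chosen after seeing the data, 567 genes were called, 370 higher and 197 lower, and 447 of them were among the 679.

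By edgeR, the 5 largest rises were those of *fae1-2* and, above it, MEALZ_RS23740 (hypothetical protein, log2 fold change 4.91, standard error 0.17, adjusted p = 4.02e-08 from edgeR), MEALZ_RS12115 (4.33, standard error 0.25, adjusted p = 1.56e-06), MEALZ_RS01090 (DUF3368 domain-containing protein, 4.23, standard error 0.47, adjusted p = 0.000152) and MEALZ_RS14725 (4.12, standard error 0.27, adjusted p = 4.09e-06). MEALZ_RS01090 had 0 and 8 counts in the Ca libraries and 44 and 75 in the La libraries, where it lay at 14.9 and 12.6 RPKM, near the level of the least expressed genes. With each replicate left out in turn its log2 fold change lay between 3.76 and 8.75, the highest without the second Ca replicate, which leaves only the Ca library with 0 counts. The order of these rises is uncertain: *fae1-2* (MEALZ_RS04100) lay above MEALZ_RS14725 with DESeq2 (4.09 and 3.99), and above MEALZ_RS12115 and MEALZ_RS14725 without the second Ca replicate (3.85, 3.75 and 3.52). The 5 largest falls were the Ca-MDH genes and MEALZ_RS16905 (log2 fold change −5.57, standard error 0.18, adjusted p = 3.11e-08), all within the same run of genes.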

How the deposited data were processed for this re-analysis (not part of the article)

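RNA from bioreactor cultures of *M. alcaliphilum* 20Z R was measured in 8 libraries, 2 replicates in each of 4 groups: Ca and La, each on CH_4_ and on a lower CH_4_ supply. Each library was assigned to its group from the sample labels, and the 4 libraries of growth on CH_4_ also from Table 1. The authors deposited 1 table of raw counts per gene for all 8 libraries, made by adapter removal with Trim Galore when necessary, mapping to ASM96853v1 with Bowtie2 and counting on RefSeq gene features with FeatureCounts. The strand setting and the handling of reads that map to several genes are not given in the sources used here. The authors then used DESeq2 for normalization and for the tests in the paper.

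The table held 4092 genes. By locus tag, 4067 matched the RefSeq annotation of the same assembly, which gave coordinates and symbols, and 25 did not; 34 annotated genes were not in the table. Further names came from the part of Table S1 used here, the first 1999 of 3359 rows of its longest sheet, and reactions came from Table S3. Counts on genes had a median of 12450493 for Ca on CH_4_, 9265916.5 for La on CH_4_, 12878998 for Ca on low CH_4_ and 16243541 for La on low CH_4_. Of the 57 structural RNA genes, the 9 rRNA genes took up to 44.3% of a library's counts, which lowers the depth left for other genes. With 2 replicates per group no exact test between single libraries can reach an adjusted p under 0.05, so all tests share information between genes.

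Differential expression was tested in R 4.3.3 with edgeR 4.0.16 (glmQLFit and glmQLFTest, TMM normalization, filterByExpr) and Benjamini-Hochberg adjustment. La versus Ca was fitted on the 4 libraries of each CH_4_ supply; low CH_4_ versus CH_4_ within each metal, and the difference of the La effects between supplies (interaction), were fitted on all 8. Genes were called at an adjusted p under 0.05 and a fold change over 1.5, the rule of the paper's methods; a single gene's significance under an alternative was judged by the adjusted p alone. Standard errors are the log2 fold change divided by the square root of the F statistic. Expression is given as CPM after TMM, and per kb of gene length as RPKM. CPM are scaled over the 4 libraries of Table 1 where only those are compared, and otherwise over all 8, as are RPKM. In tests on simulated data with 200 genes changed 2-fold, this procedure recovered 97% of them for La versus Ca on CH_4_ among 4089 genes, 86.5% for La versus Ca on low CH_4_ among 4088, and 92.5%, 93.5% and 62.5% among 4091 genes for the supply contrast with Ca, with La and for the interaction. Of the genes called in these tests, 1.02%, 9.42%, 3.65%, 6.50% and 9.42% in the same order were unchanged genes, so 3 of the 5 comparisons lay above the nominal 5%.

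Gene sets (15, built from the reactions of Table S3) were tested with fry and camera in limma 3.58.1, camera with a preset correlation of 0.01. Correlations across genes used Spearman's rho with 100000 permutations. Genes named in the text were chosen by a rule written before the data were examined, after Table 4 and Table S3 had been read: every gene the paper names that the sources identify, every gene of the sets for the H_4_MPT pathway, formate dehydrogenase, Ca-MDH and pMMO, the 5 largest rises and 5 largest falls of La versus Ca on CH_4_ among called genes whose La libraries all lie on 1 side of the Ca libraries, and the 5 genes with the smallest adjusted p in each direction of the interaction. Other genes are named as chosen after their values were seen.

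Alternatives fixed before the data were examined were DESeq2 1.42.0, its size factors in edgeR (of the libraries compared or of all 8), no filter or at least 100 counts in every library, removal of structural RNA genes, all 8 or only 4 libraries in the fit, the replicate number as a block, leaving out each replicate, other fold thresholds and edgeR's glmTreat. An even background was removed as an alternative chosen after seeing the data: the RPKM by which the percentile 1 of 3504 coding genes over 300 bp exceeded that of the library where it is lowest was subtracted from every gene in counts per kb. Groups of 2 allow no test of single outlying libraries and no count of other groupings. Model fluxes, mutants and growth were not analysed here, and no genome sequence was used.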

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

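The tests of swapped libraries, of sequencing depth and of copper supply were chosen after the results were seen, as were the correlations with 1 library left out and the values of *corA*, *corB* and MEALZ_RS02305; the tests by lists of genes called for La on CH_4_ were set before, and those by lists called on low CH_4_ after.

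The paper's Table 1 holds no library from low CH_4_, and these 4 libraries carry many differences. Between La and Ca on low CH_4_, edgeR called 1435 of 4088 genes, 703 higher and 732 lower with La (DESeq2: 1444). Between low CH_4_ and CH_4_, 1348 genes were called with Ca (683 higher, 665 lower) and 848 with La (301 higher, 547 lower). The interaction, which tests whether the La effect differs between the CH_4_ supplies, called 1822 of 4091 genes (DESeq2: 1784). Of the genes called for La on both supplies, 313, 62 were higher and 27 lower in both, while 154 were higher on CH_4_ and lower on low CH_4_ and 70 the opposite. Across 4087 genes, which are not independent replicates, the La effects had a Pearson's r of 0.070 and a Spearman's rho of −0.145. Pearson's r was −0.06 without Ca, low CH_4_ replicate 2 and 0.12 without La, low CH_4_ replicate 1. *fae1* (MEALZ_RS11875), lower with La on CH_4_, was called higher with La on low CH_4_ (log2 fold change 1.38, standard error 0.16, adjusted p = 0.00201 from edgeR), between 1.25 and 1.51 with each replicate left out, and its La effects differed between supplies by 1.81 (adjusted p = 0.000267). The interaction genes with the smallest adjusted p were, on the higher side, MEALZ_RS14700 (*csp*, cold-shock protein, log2 difference 4.02, standard error 0.15, adjusted p = 1.27e-06 from edgeR), MEALZ_RS00540 (3.24) and the tRNA genes MEALZ_RS00585, MEALZ_RS02725 and MEALZ_RS17350, whose counts are uncertain as long as the treatment of reads that map to several genes is not known. On the lower side they were MEALZ_RS07460 (sulfotransferase domain-containing protein, −5.34, standard error 0.15, adjusted p = 4.55e-07), MEALZ_RS00620 (−6.57), MEALZ_RS07490 (*mbtH*, −5.64), MEALZ_RS07450 (TonB-dependent receptor, −5.68) and MEALZ_RS07430 (AMP-binding protein, −6.60).

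That replicate 1 of Ca, low CH_4_ alone makes the La effects unlike is argued against, since without it rho was −0.151; with each library left out in turn rho stayed between −0.191 and −0.107. What stays open is a lower copper supply in the Ca, low CH_4_ cultures, although the labels name copper for all groups. There *corA* (MEALZ_RS13750), a copper(I)-binding protein in Table S1, had 15968 and 16409 CPM, against 813 and 569 CPM in Ca, CH_4_. Its log2 fold change between low CH_4_ and CH_4_ with Ca was 4.55. With La, *corA* had 176 and 252 CPM on CH_4_, and 172 and 1014 CPM in replicates 1 and 2 on low CH_4_. *corB* (MEALZ_RS13755) had 9020 and 8530 CPM in Ca, low CH_4_. MEALZ_RS02305 had 31129 and 26355 CPM in Ca, low CH_4_, against 54.7 to 101 CPM in the La libraries. The pMMO genes MEALZ_RS02535, MEALZ_RS02540 and MEALZ_RS02545 were higher with La on low CH_4_, with log2 fold changes of 2.93, 4.18 and 4.26. Copper supply cannot be told apart from the methane limitation with Ca, because both Ca, low CH_4_ libraries carry the pattern and no library varies copper alone. An effect of CH_4_ supply that depends on the metal also stays open and was not tested apart from it.

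In replicate 1 of Ca, low CH_4_, the Ca-MDH gene MEALZ_RS16880 had 17.4 CPM, against 6011 CPM in replicate 2, a 345-fold difference between replicates. Each of the 16 genes of the run MEALZ_RS16830 to MEALZ_RS16905 was lower in replicate 1, with a median log2 ratio of −4.66 and a range from −8.42 to −0.62. The La effect on this gene at low CH_4_ rests on these replicates. Its log2 fold change was −7.84 (standard error 2.56, adjusted p = 0.0450 from edgeR), −8.83 without Ca, low CH_4_ replicate 1 and −0.40 without replicate 2. Without La, low CH_4_ replicate 1 or 2 it was −7.80 or −7.87. Each fit without a replicate sets a single library against 2 of the other metal, so no p is given for it. A swap with a La, low CH_4_ library would need 1 of those libraries to carry Ca-MDH transcripts, but MEALZ_RS16880 lay at 12.8 and 13.5 CPM in both, and the library correlated more with its own replicate than with either (Pearson's r across genes 0.976 against at most 0.894, a difference of 0.0826). A lower depth would need far fewer counts, but replicate 1 had 1.06 times the counts of replicate 2. La in that culture cannot be told apart from other explanations: the 499 genes called higher and the 164 called lower with La on CH_4_ outside the run of 16 genes differed by −0.00311 in their median log2 ratio of replicate 1 over 2, both lists near 0 (−0.04 and −0.04, with 43.1% and 42.1% of genes above 0). Both lay at percentile 0 of 10000 random lists matched on mean expression, but most genes called for La on both supplies went opposite ways, so these lists set no direction for La at low CH_4_. Outside that run and without *fae1-2*, the 61 genes called higher and 19 called lower on both had medians of 0.07 and −0.08, at percentiles 99.73 and 0.44 of random lists. The 702 called higher and 724 called lower with La on low CH_4_ had medians of 0.03 and −0.04, at percentiles 99.63 and 0. These lists moved in the directions expected with La, but by little beside the 1.5-fold change that defines them. All of them rest on the low CH_4_ contrast, which includes this library and may reflect copper supply, so they set no sure direction for La. The gene *fae1-2* was as low in replicate 1 as in replicate 2 (120 and 112 CPM). A change in that culture that silences the cluster without La was not tested.

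In replicate 1 of La, low CH_4_, *fae1-2* (MEALZ_RS04100) had 450 CPM, against 4421 CPM in replicate 2, a 9.83-fold difference, and MEALZ_RS23740, the largest rise with La on CH_4_ by edgeR, had 3.95 against 77.4 CPM. The log2 fold change of *fae1-2* between La and Ca on low CH_4_ was 4.39 (standard error 1.09, adjusted p = 0.0191 from edgeR), 5.26 without replicate 1 and 1.96 without replicate 2. Without Ca, low CH_4_ replicate 1 or 2 it was 4.44 or 4.35. No p is given for fits that leave a single library in 1 group. The difference of the La effects on *fae1-2* between supplies was 0.30 (adjusted p = 0.837 from edgeR) and −2.14 without La, low CH_4_ replicate 2. A swap with a Ca, low CH_4_ library was argued against by the correlation across genes, 0.984 with its own replicate and at most 0.866 with a Ca, low CH_4_ library, a difference of 0.117. Less La in that culture cannot be told apart from other explanations, because the lists disagree. The 498 other genes called higher with La on CH_4_ had a median log2 ratio of −0.151 (27.7% above 0), at percentile 0 of 10000 random lists of the same size matched on mean expression, and the 164 called lower outside the run of 16 genes had 0.21, at percentile 100 of theirs. Outside the run of 16 genes and without *fae1-2*, however, the 702 genes called higher with La on low CH_4_ had a median of 0.15. The 724 called lower had −0.17 (percentiles 100 and 0), so both lists went opposite to the direction less La would give. Yet every list from low CH_4_ rests on a contrast that includes this library and may reflect copper supply. Such lists set no sure direction for La. The 61 called higher on both supplies had −0.01 (percentile 57.3). The 19 called lower on both had −0.15 (percentile 0.09), also opposite to less La. MEALZ_RS16880 stayed at 12.8 CPM, as low as in replicate 2 with 13.5 CPM. *corA* and *corB* were also lower in replicate 1 (172 against 1014 CPM and 124 against 617 CPM), and the cause was not tested. A slower growth of that culture was not tested and stays open, as the paper gives growth rates for the cultures on CH_4_ only.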

How the results depend on the processing

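The alternative that removes an even background, the correlations of the La effects with 1 library left out and the correlations with Table S3 without coded entries were chosen after seeing the data. All other alternatives were set before the data were examined. With 1 replicate left out, 1 of the groups compared by La versus Ca is a single library, and the spread comes from the other group alone.

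The counts of genes called moved with the threshold. For La versus Ca on CH_4_ (679), edgeR called 393 genes when at least 100 counts were required in every library, 294 with glmTreat, 153 and 308 at log2 fold changes over 1.5 and 1, and 1409 with no fold threshold. In the same order without the first of these, the counts were 760, 273, 611 and 2488 for La versus Ca on low CH_4_, 748, 270, 594 and 2414 for low CH_4_ versus CH_4_ with Ca, and 300, 151, 330 and 1796 with La. For the interaction they were 1073, 465 and 985. These settings test fewer genes or set another threshold by construction. For the other comparisons the filter of 100 counts stayed within 1.5 times. With DESeq2, size factors, no filter, structural RNA removed, another set of libraries in the fit and the even background removed, each count stayed within 1.5 times. Leaving out 1 replicate gave 571 to 803, 1272 to 1545, 1289 to 1379, 710 to 965 and 1651 to 1896 genes for the 5 comparisons. An interaction cannot be fitted on 4 libraries, so that alternative was not run.

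*fae1-2* kept its direction and an adjusted p under 0.05 (at most 0.0108) under all 14 alternatives for La versus Ca on CH_4_. For *fae1*, the log2 fold change of −0.42 passed the adjusted p threshold with DESeq2 (−0.43), without structural RNA (−0.43), with the size factors of all 8 libraries (−0.44) and with the replicate block (−0.42, adjusted p = 0.00472); over its replicates left out, it ranged from −0.47 to −0.38. Its adjusted p ranged from 0.00102 to 0.287 over the alternatives that test for any change and leave out no replicate. For *fae1* and *fae3* (−0.54), which lie inside the fold threshold, glmTreat tests against that threshold and could not give a small p, so it says nothing on their stability. *fae3* lost significance after removal of the even background (−0.36), and its log2 fold change ranged from −0.66 to −0.43 with 1 replicate left out. The median of the other H_4_MPT genes was −0.20 without the even background and −0.42 to −0.27 with 1 replicate left out. The cause was not tested.

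Among formate dehydrogenase genes, the 2 called higher became 0 at 100 counts in every library, a filter that leaves 3 of the 5 genes in the test, none with an unadjusted p under 0.05, and 0 without the even background, where 1 had an unadjusted p under 0.05 and was lower; both counts are edgeR's, and DESeq2 on the counts as deposited called 2. Of the 4 Ca-MDH genes, 2 remained after the filter, which removes the other 2 for their low counts with La. By fry 6 of the 15 sets had an adjusted p under 0.05, against 2 by camera and 0 by fry with the replicate block (8 at an unadjusted p under 0.05). Results that changed sign were the interaction of *fae1-2* (MEALZ_RS04100), with 1 replicate left out between −2.14 and 1.16 (−0.03 without Ca, CH_4_ replicate 1, −0.02 without La, CH_4_ replicate 2), and, without the even background, MEALZ_RS01075 (−0.52) and MEALZ_RS07430 (−0.55); for MEALZ_RS01080 no value could be given, as its La counts fell to 0. Over all single genes and alternatives, 1361 values kept direction and significance, 74 lost significance, 24 gained it and 5 changed sign.

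The replicate block left the counts at 697, 1421, 1350, 856 and 1825. No source says that a number marks a shared batch, and replicates with the same number deviated together for Ca and La on CH_4_ (r = 0.326 across genes) but not on low CH_4_ (r = −0.066). Over the 6 pairs of groups r ran from −0.192 to 0.326 (0.322 for Ca on CH_4_ with La on low CH_4_), so the numbers are not taken to pair the samples, although a shared influence on the first replicates on CH_4_ is not excluded. The rRNA counts limit the depth most in the first replicates of Ca and La on CH_4_, where 5108782 and 4063253 counts were left on protein-coding genes.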

Differences from the paper's values

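The adjusted p of *fae1* is 0.001 in the paper (Table 4) and 0.0579 by edgeR here; that of *fae3* is 0.00026 in the paper and 0.00603 here. Of the alternatives set before the data were examined, DESeq2, which the paper's methods name, gave 0.00102 and 0.000264, which do not differ from the paper's values. The replicate block gave 0.00018 for *fae3*, which is within 1.5 times the paper's value and so is not counted as differing. The other alternatives differ for both genes, although *fae1* also had an adjusted p under 0.05 in edgeR without structural RNA (0.0200), with the size factors of all 8 libraries (0.0471) and with the replicate block (0.00472). For *fae1-2* the adjusted p was 9.47e-06 by edgeR and 7.01e-17 by DESeq2, and the paper's value equals the latter in the digits it prints. The log2 fold changes of the 3 genes did not differ by edgeR's main fit or by DESeq2. They did differ for *fae1* (−0.23) and *fae3* (−0.36) after removal of the even background. That of *fae3* also differed without Ca, CH_4_ replicate 1 (−0.43). That of *fae1-2* differed without Ca, CH_4_ replicate 1 (4.41), La, CH_4_ replicate 1 (3.68) and La, CH_4_ replicate 2 (4.43).

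For the flux ratios of the CS model, the paper's Spearman correlation in Table S3 is 0.012253, and 0.0852 was found here over 325 entries of 261 genes; for those of the *i*IA409 model, the paper's is −0.100048, and −0.0279 was found over 328 entries of 263 genes. These columns are not flux ratios throughout: 10 and 9 of the entries are codes that the paper's methods assign to reactions turned on or off, and they were ranked as the largest ratios. With the coded entries left out, an alternative chosen after seeing the data, the values here were 0.0616 and −0.0818; with the printed log2 fold changes themselves, the correlations were 0.0119 and −0.10 with the codes, close to the paper's, and 0.0677 and −0.0372 without them. With the codes kept and only the entries of genes for which Table S3 prints a log2 fold change, set before the data were examined, the values were 0.0176 and −0.10 and did not differ; with DESeq2's log2 fold changes they were 0.083 and −0.031 and did differ. For the proteomics score the paper's correlation is 0.032318; 0.0173 was found over all genes, 0.0895 over the 120 genes with a printed value, and 0.0350 with the printed values themselves over 160 entries. Correlations are counted as differing where they lie further apart than the bootstrap standard error over all genes (0.0561 for the proteomics score, 0.0561 and 0.0604 for the 2 models). By this the 0.0895 differs narrowly and the 0.0173 does not; the error over the 120 genes alone was not computed.

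The normalized counts that Table 4 prints for Ca were 1.01 to 1.09 times those of DESeq2 here and those for La 0.893 to 0.923 times. The ratio of the paper's own counts gives log2 values of −0.67, 3.89 and −0.79 for *fae1*, *fae1-2* and *fae3*, beside the paper's log2 fold changes of −0.431, 4.094 and −0.55. The paper's text gives the reduction of the canonical FAE1 as larger than the 1.34-fold found here. For the increase of *fae1-2* the text gives a lower bound, which the 17.2-fold increase found here meets.

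The paper states that the other genes of the H_4_MPT pathway did not change significantly. Of the 4 genes, 4 were lower with La, and *mch* and *fhcA* had an adjusted p under 0.05 by edgeR (0.00472 and 0.0128) and DESeq2 (0.00141 for MEALZ_RS11860 and 0.00749 for MEALZ_RS06160); none passed the fold threshold of the paper's methods, by which none was called here either. The legend of Fig. S1.8 states a stricter fold threshold than the methods, by which 153 genes were called here in place of 679. Table S3 prints no log2 fold change for *fae1-2*, which was called here.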

Other observations

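The tests of low expression, of reads spread evenly over the genome and of depth behind the expression minimum were chosen after the results were seen, as were the removal of an even background, the correlations without coded entries and MEALZ_RS17125; the tests of rRNA carry-over, gene length and low counts were set before.

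More genes were called higher than lower with La on CH_4_, 73.5% of 679. With no fold threshold the excess was smaller, 766 higher and 643 lower. The share was 73.1% with structural RNA removed, 72.1% among the longest 1355 tested genes and 67.9% with at least 100 counts in every library, which argues against rRNA carry-over, gene length and low counts as the whole cause. Above the median mean expression, however, it was 39.2%. Among the 409 tested genes of lowest expression, 182 were called higher and 4 lower, with a median log2 fold change of 0.59, and among the 409 of highest expression 5 and 57, with a median of −0.28. Low expression is therefore a candidate explanation for the excess of higher calls; that genes of low expression respond to La was not tested and stays open.

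The lowest RPKM of any of 3504 coding genes over 300 bp was 6.56 and 6.60 in the La, CH_4_ libraries and between 0 and 1.58 in the other 6 libraries. A lower depth is argued against, since La, CH_4_ replicate 2 had 1.68 times the protein-coding counts of Ca, CH_4_ replicate 1, whose lowest gene was at 0. Reads spread evenly over the genome, as from genomic DNA left after DNase treatment, are a candidate explanation. Of the 351 coding genes least expressed in the low CH_4_ libraries, 93.2% rose with La, by a median of 8.16 RPKM, and the rise did not grow with expression (Spearman's rho across genes −0.249), as a common fold change would give. In the next 4 groups of 350 or 351 genes by rising expression, the median rise was 5.07, 2.96, 1.44 and −1.73 RPKM. This decline cannot decide on an even background, because the normalization holds genes of middle expression near no change. The median RPKM was 79.8 and 80.4 in the La, CH_4_ libraries and 81.0 and 82.3 in the Ca, CH_4_ libraries. Of the 351 least expressed genes, those on the plasmid (19) rose by a median of 22.7 RPKM and those on the chromosome (332) by 7.64. An even background of this size would be 3.15% and 3.88% of the counts of the La, CH_4_ libraries. Without it 567 genes were called, 65.3% of them higher, and the median log2 fold change shifted by 0.03 over all genes and by 0.09 over the 2044 above the median mean expression. No sequence between genes was counted, so the source of these reads stays open, and a La response of many genes of low expression was not tested apart from it.

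The paper's discussion, citing another publication, states that the formate dehydrogenase gene was higher in expression with La than with Ca. It does not say there which gene is meant. In the libraries on CH_4_, *fdsA* (MEALZ_RS01080) had 3.20 CPM with Ca and 10.8 with La (log2 fold change 1.77, standard error 0.23, adjusted p = 0.000406 from edgeR), and *fdsC* (MEALZ_RS01075) 3.58 and 9.31 CPM (1.33, standard error 0.23, adjusted p = 0.00215). Both lie near the expression minimum: *fdsA* had 7.72 and 6.60 RPKM in the La libraries. After removal of the even background *fdsA* was left at 0 counts with La and *fdsC* had a log2 fold change of −0.52 (adjusted p = 0.286 from edgeR). *fdsD* (MEALZ_RS01070) had 0.16 (adjusted p = 0.484). The more abundant *fdh1A* (MEALZ_RS09235) and *fdh1B* (MEALZ_RS09240) had −0.24 (adjusted p = 0.127) and −0.22 (adjusted p = 0.158). They are the *fdhAB* genes that the paper deleted (MEALZ_1882 and MEALZ_1883), and neither rose with La here. For the pMMO genes MEALZ_RS02535, MEALZ_RS02540 and MEALZ_RS02545 the log2 fold changes were −0.35, −0.52 and −0.62, with adjusted p of 0.608, 0.429 and 0.399 from edgeR. With DESeq2 they were −0.37, −0.53 and −0.63, with adjusted p of 0.0118, 0.00162 and 0.000249, so MEALZ_RS02545 was called lower by DESeq2 and not by edgeR.

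MEALZ_RS17125, at 4025906 to 4027759 on the chromosome, rose with La on CH_4_ from 357 ± 19.0 to 4634 ± 91.0 CPM (SD, n = 2 each; log2 fold change 3.70, standard error 0.22, adjusted p = 2.04e-06 from edgeR). Scaled over all 8 libraries, it had 413 and 382 CPM in Ca, CH_4_ and 5171 and 5023 CPM in La, CH_4_. On that scale it had 4626 and 2917 CPM in Ca, low CH_4_, against 6911 and 7763 CPM in La, low CH_4_. Its La effects differed between supplies by −2.72 on the log2 scale (adjusted p = 0.000411 from edgeR). No explanation was tested.

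By fry, 6 of the 15 sets had an adjusted p under 0.05: the set of *fds* genes up, and Ca-MDH, RuMP, EMP, H_4_F with serine cycle, and cytochrome oxidase down. By camera, Ca-MDH and H_4_F with serine cycle did, and both are among the 6. With the replicate block, fry gave 0 sets. The median log2 fold change fell from 0.59 in the 409 genes of lowest expression to −0.28 in the 409 of highest. No set test took this into account or was run without the even background, so small shifts of a set are uncertain.

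Table S3 lists 526 gene entries of 373 genes and prints a log2 fold change for 134 genes, all within 0.001 of the DESeq2 value computed here. By DESeq2, 161 of the genes had an adjusted p under 0.05, and 27 of these have no printed value, *fae1-2* among them. Nearly all blanks lie at the first gene of a reaction: of entries with an adjusted p under 0.05, 40 of 43 were blank for the first of several genes of a reaction, 0 of 61 for a later gene and 1 of 113 for the only gene of a reaction. Over the genes of Table S3, the log2 fold change here had a Spearman's rho of 0.0173 with the proteomics score (320 genes, permutation p = 0.757, adjusted over 3 correlations 0.757), 0.0852 with the CS model column of flux ratios (325 entries, permutation p = 0.124, adjusted 0.372) and −0.0279 with that of *i*IA409 (328 entries, permutation p = 0.614, adjusted 0.757). Of these entries 10 and 9 are codes for reactions turned on or off and not ratios; without them rho was 0.0616 (permutation p = 0.278) and −0.0818 (permutation p = 0.145). These are correlations across genes, which are not independent replicates.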
